# Characterization of 3D Organotypic Culture of Mouse Adipose-Derived Stem Cells

**DOI:** 10.3390/ijms25073931

**Published:** 2024-04-01

**Authors:** Tae Gen Son, Yoojin Seo, Won-Tae Kim, Meesun Kim, Seon Jeong Choi, Si Ho Choi, Byung-Jun Sung, Jae-Seok Min, Eon Chul Han, Hyung-Sik Kim

**Keywords:** three-dimensional (3D) culture, mesenchymal–epithelial transition (MET), regenerative potential, adipogenic differentiation

## Abstract

Although stem cells are a promising avenue for harnessing the potential of adipose tissue, conventional two-dimensional (2D) culture methods have limitations. This study explored the use of three-dimensional (3D) cultures to preserve the regenerative potential of adipose-derived stem cells (ADSCs) and investigated their cellular properties. Flow cytometric analysis revealed significant variations in surface marker expressions between the two culture conditions. While 2D cultures showed robust surface marker expressions, 3D cultures exhibited reduced levels of CD44, CD90.2, and CD105. Adipogenic differentiation in 3D organotypic ADSCs faced challenges, with decreased organoid size and limited activation of adipogenesis-related genes. Key adipocyte markers, such as lipoprotein lipase (LPL) and adipoQ, were undetectable in 3D-cultured ADSCs, unlike positive controls in 2D-cultured mesenchymal stem cells (MSCs). Surprisingly, 3D-cultured ADSCs underwent mesenchymal–epithelial transition (MET), evidenced by increased E-cadherin and EpCAM expression and decreased mesenchymal markers. This study highlights successful ADSC organoid formation, notable MSC phenotype changes in 3D culture, adipogenic differentiation challenges, and a distinctive shift toward an epithelial-like state. These findings offer insights into the potential applications of 3D-cultured ADSCs in regenerative medicine, emphasizing the need for further exploration of underlying molecular mechanisms.

## 1. Introduction

Once primarily recognized for its role as an energy reservoir, adipose tissue has evolved into a multifaceted entity with far-reaching implications [1]. Beyond its conventional function, adipose tissue is an intricate endocrine and secretory organ, producing adipokines that regulate essential physiological responses such as metabolic homeostasis, immune modulation, and angiogenesis [2,3,4]. The growing clinical demand for effective adipose tissue regeneration and replacement strategies underscores the need for innovative approaches to address tissue loss resulting from diverse factors such as oncological resections, traumatic injuries, and aesthetic enhancements [5,6,7,8].

Stem cells offer a promising avenue for harnessing the potential of adipose tissues. These cells are commonly utilized in two-dimensional (2D) cell culture settings, the standard approach for studying adipose-derived stem cells (ADSCs) and their properties. However, previous studies on 2D ADSCs have demonstrated some limitations. These include replicative senescence [9], cell cycle arrest [10], alterations in cell metabolism [11], and loss of differentiation potential [12]. These challenges highlight the need for more physiologically relevant approaches, such as three-dimensional (3D) ADSC cultures, to better preserve the regenerative potential and functionality of ADSCs for various applications in regenerative medicine and tissue engineering.

In recent years, the landscape of regenerative medicine has been revolutionized with the emergence of 3D organotypic cultures, which offer a platform that closely recapitulates the complex microenvironment of living tissues [13,14]. In 3D cell culture techniques, the intricate interplay between signaling molecules and cellular microenvironments is pivotal for the successful generation and maintenance of organoids [15]. Sato et al. achieved this by fostering the growth of intestinal stem cells, distinguished by the presence of leucine-rich repeat-containing G protein-coupled receptor 5 (LGR5+), in a supportive culture medium enriched with growth factors tailored to mimic the natural stem cell environment and promote tissue-specific development [16]. Wnt3a, a prominent ligand of the Wnt signaling pathway, and R-Spondin, a potent enhancer of Wnt signaling, play pivotal roles in orchestrating the fate and behavior of stem cells within 3D organoid cultures [17,18]. The interplay between these signaling molecules profoundly impacts stem cell maintenance, proliferation, and differentiation [19].

The existing literature provides a comprehensive understanding of the evolving role of adipose tissue, highlighting its complex functions beyond energy storage. However, a gap in the literature is the lack of a detailed description of the limitations of traditional two-dimensional (2D) culture methods for adipose-derived stem cells (ADSCs). Previous studies have highlighted issues such as clonal senescence, cell cycle arrest, altered cell metabolism, and loss of differentiation potential in 2D ADSC culture, but more substantial experimental results are needed for potential solutions or alternative approaches.

In the present study, we established a comprehensive framework for optimizing the 3D organotypic culture conditions for ADSCs and explored their cellular properties. Our findings reveal the full potential of ADSC-derived organoids in regenerative medicine, disease research, and drug screening.

## 2. Results

### 2.1. Establishment of 3D Organotypic ADSCs

The 3D organotypic culture of ADSCs was obtained using various concentrations of Wnt3a- and R-Spondin1-conditioned media (CM). Stem cells isolated from the adipose tissue of mice were plated in Matrigel and cultured with Wnt3a_CM 0%, R-SPO1_CM 0%, R-SPO1_CM 5%, Wnt3a_CM 25%, R-SPO1_CM 25%, Wnt3a_CM 50%, and R-SPO1_CM 10% with a control of FBS 10% and conventional 2D ADSC culture media (Figure 1A). In the control condition, the cells presented singly, whereas, in the 3D culture media condition, the cells grew as organoids, with or without Wnt3a and R-Spondin1.

The ADSCs were cultured in Matrigel, allowing 3D organotypic culture and increasing organoid size from days 3 to 11 (Figure 1B). Moreover, the 3D organotypic cultures of ADSCs were passaged multiple times (Figure 1C), confirming that the mRNA expression of Ki67, a cell proliferation marker, was well maintained and even increased at passage 13 (Figure 1D).

These results demonstrate that ADSCs are capable of long-term culture maintenance, similar to other organs, such as the small intestine and liver.

### 2.2. Validation of 3D Organotypic ADSCs on Mesenchymal Stem Cell (MSC) Characteristics

To evaluate the MSC phenotype of 2D- and 3D-cultured ADSCs, flow cytometric analysis was performed using antibodies against CD34, Sca-1, CD44, CD90.2, and CD105. Representative flow cytometry analysis results for mouse #1 ADSCs are shown in Figure 2A, and additional data for other mice (#2, #3, and #4) are shown in Supplementary Figure S1 (2D culture in Supplementary Figure S1A and 3D culture in Supplementary Figure S1B). Under 2D culture conditions, all surface markers, except for the negative marker CD34, were well expressed (Figure 2A). However, in 3D culture (Figure 2A), Sca-1 expression was comparable to that in the 2D culture, whereas CD44 expression was approximately half the expression level. Notably, CD90.2 and CD105 did not exhibit significant expression in 3D culture compared to 2D culture conditions. The percentage of cells positive for each antibody was quantified using fluorescence-activated cell sorting (FACS) (Figure 2B). These results indicate that 2D- and 3D-cultured ADSCs exhibit distinct differences in their MSC phenotypes.

### 2.3. Investigation of 3D Organotypic ADSC Differentiation

Adipocyte differentiation was performed to investigate the differentiation potential of 3D organotypic ADSCs. The cells were cultured in the indicated differentiation media for 14 days and cell images were visualized on the 14th day (Figure 3). The results showed that during the differentiation process of each respective cell lineage, the organoid size decreased compared to the nondifferentiation control group, indicating an overall unfavorable cellular state. In particular, on the 14th day of differentiation into adipocytes, when performing Oil Red O staining to confirm adipogenic differentiation (Figure 3B), we observed that staining did not occur effectively. Only peripheral cells of the matrix stained positive for Oil Red O, indicating adipogenic differentiation. Alternatively, we stained the cells with LipidTox, which fluorescently stains fat but cannot confirm differentiation into adipocytes (Supplementary Figure S2). To confirm differentiation at the molecular level, mRNA expression of the adipocyte markers lipoprotein lipase (LPL) and AdipoQ was determined using adipocytes differentiated from 2D ADSCs as positive controls. LPL and AdipoQ mRNA expression were not detected in 3D ADSCs (Figure 3C).

### 2.4. Evaluation of Adipogenesis Activation in 3D Culture of ADSCs

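RNA from 8 mouse ADSC cultures was sequenced, 4 of them grown in 2D and 4 in 3D. The 2D libraries came from mice 2, 3, 4 and 5 and the 3D libraries from mice 1, 4, 5 and 7, so that mice 4 and 5 gave a library of each kind. Ribosomal RNA was removed from the total RNA, and the paired-end reads were trimmed, mapped with TopHat and summarized per gene with Cufflinks. The deposited values are FPKM values, without read counts. They are not yet quantile normalized, since their upper quartiles ranged from 10.7 to 11.4 FPKM and their maxima from 93611 to 419827 FPKM between libraries. Genes shorter than 300 nt held between 19.5% and 63.2% of a library's FPKM total. The depth was estimated from the steps between low FPKM values, using 875 genes with a single transcript of at least 3000 nt. It came to between 16.4 M and 17.3 M fragments in the 2D libraries (median 16.8 M) and between 14.4 M and 15.6 M in the 3D libraries (median 14.9 M). Of the low values, between 62.2% and 79.5% per library lay near a whole multiple of the step. In the smallest library, a gene of 2 kb at 1 FPKM therefore rests on about 28.9 fragments, and 3 fragments on a gene of 1 kb correspond to between 0.174 and 0.208 FPKM in the 8 libraries. These limits cover counting error only.

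The values of 24346 genes are listed by symbol, and 5484 genes were at 0 in every library. The other 18862 genes were quantile normalized, as the methods of the study describe, and converted to log2(FPKM + 1). The cultures were compared with limma's moderated test with an intensity trend, without covariates, and its p-values were adjusted by the Benjamini-Hochberg method over the 18862 genes. All fold changes are on this log2 scale, which understates the change of genes with low FPKM. Where all libraries of a culture type lay at or under 3 fragments, the change is given as a lower bound, which is the mean deposited FPKM of the other culture type over the highest value that 3 fragments give. Chromosomes are those of the GENCODE M21 annotation of GRCm38, because the paper's text does not name the genome build.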

Total RNA sequencing was performed to study the molecular signatures of the 2D- and 3D-cultured ADSCs. Hierarchical clustering revealed distinct gene expression patterns between the two groups (Figure 4A). 

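Over the 18862 genes, Pearson's correlation of log2(FPKM + 1) was between 0.932 and 0.974 for the 6 pairs of 2D libraries and between 0.932 and 0.974 for the 6 pairs of 3D libraries. It was between 0.758 and 0.823 for the 16 pairs of a 2D with a 3D library. These correlations run across genes, which are not independent replicates. Average-linkage clustering on 1 minus the correlation joined the 4 libraries of each culture type before it joined the types, at a height of 0.206, with the next lower merge at 0.0656. The final merge lay highest, at 1.07, when only the 2000 most variable genes were used, and the 2 branches again held the 4 libraries of each culture type. The first principal component held 70.0% of the variance and separated the culture types. The second held 9.33% and separated the 2D libraries of mice 2 and 5 from those of mice 3 and 4. The third held 8.57% and set the 3D library of mouse 1 apart from the other 3D libraries.

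**Figure D1:**
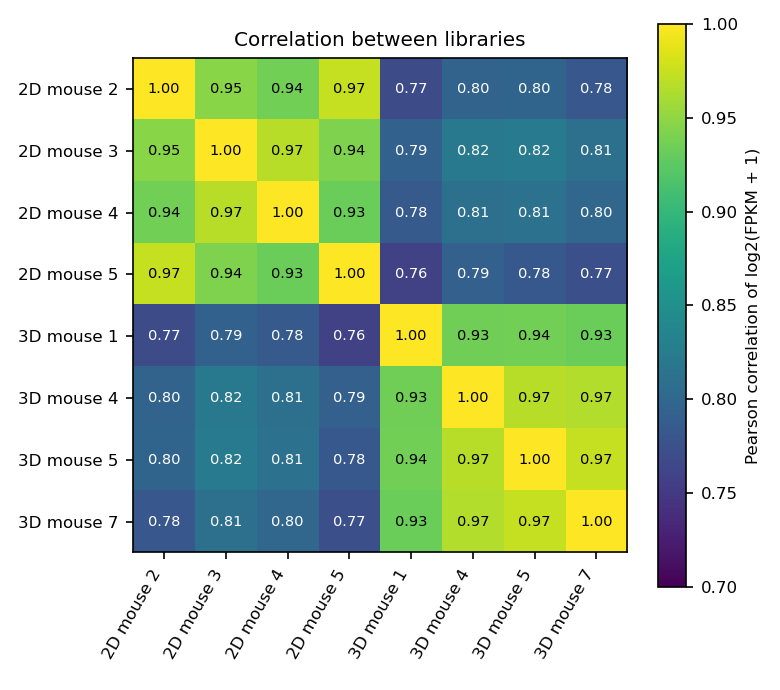
Pearson's correlation of log2(FPKM + 1) between each pair of the 8 libraries over 18862 genes, on a color scale from 0.70 to 1.00. Pairs of the same culture type lie at 0.932 or above and pairs of different types at 0.823 or below.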

A total of 1797 and 1748 genes were identified as differentially expressed, upregulated (fold change > 2, *p* < 0.05), and downregulated (fold change < 0.5, *p* < 0.05), respectively, in the 3D samples. 

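At a fold above 2 or under 0.5 with an unadjusted p below 0.05, 1990 genes were higher and 2069 lower in 3D than in 2D cultures. With limma's adjusted p in place of the unadjusted p, 1910 genes were higher and 1970 lower. A pseudocount of 0.1 moved the unadjusted counts most, to 2917 higher and 2894 lower. With the mouse as a block, which leaves the comparison to mice 4 and 5 and 1 residual degree of freedom, 0 genes passed the adjusted threshold in either direction and 5216 genes had an unadjusted p below 0.05. In 8015 genes, or 42.5%, the 4 libraries of a culture type all lay above the 4 of the other, which chance would give for 2.86% of genes.

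Among genes past the adjusted threshold whose libraries did not overlap between the culture types, the 5 with the largest rise were Mir3472, Lcn2, Clu, Ltf and Cxcl5. Mir3472, a microRNA gene on chromosome X, was listed at 0 in all 4 2D libraries and between 4172 and 8252 normalized FPKM in 3D. Set against 3 fragments at its full length, its 3D level is 3223-fold higher, or 1949-fold without the 3D library of mouse 1. Mir3472 is among the genes shorter than 300 nt and lies within Rtl4, so its values are uncertain. Its fold is therefore not a safe lower bound. Lcn2, on chromosome 2, was between 0 and 0.901 normalized FPKM in 2D and 5610 ± 1772 (SD, n = 4) in 3D, a log2 fold change of 11.99 (standard error 0.29, limma's adjusted p = 1.8e-07). Clu, on chromosome 14, was at 0.114 and 0.224 normalized FPKM in the 2D libraries of mice 2 and 5 but at 23.8 and 55.9 in those of mice 3 and 4, against 4806 ± 1860 (SD, n = 4) in 3D. Its log2 fold change was 9.42 (standard error 1.32, limma's adjusted p = 9.9e-04). Ltf, on chromosome 9, and Cxcl5, on chromosome 5, had log2 fold changes of 9.11 and 8.87, with standard errors of 0.46 and 0.35.

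The 5 genes with the largest fall were Sparc, Col1a2, Tagln, Serpinh1 and Acta2. Sparc, on chromosome 11, was at 2559 ± 266 normalized FPKM (SD, n = 4) in 2D and between 0 and 1.13 in 3D, a log2 fold change of -10.99 (standard error 0.24, limma's adjusted p = 1.1e-07). Col1a2, on chromosome 6, was at 1256 ± 575 normalized FPKM (SD, n = 4) in 2D and at most 0.0255 in 3D, at least 37769-fold lower. Tagln, on chromosome 9, Serpinh1, on chromosome 7, and Acta2, on chromosome 19, had log2 fold changes of -10.06, -9.88 and -9.82, with standard errors of 0.29, 0.32 and 0.41. Under the block, limma's adjusted p of the 10 genes was 0.111 or higher.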

To explore the adipogenic capacity of MSCs after 3D culture, we compared gene expression levels in 2D and 3D samples with key candidate genes reported for adipogenesis, as previously described [20]. 

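The 20 genes were Acacb, Acsl1, Bdnf, F2r, Fabp4, Fasn, Igf1, Irs2, Lep, Lepr, Lipe, Pck1, Pde3b, Plin1, Ppargc1a, Rac2, Rapgef3, Scd1, Socs3 and Stat3. Lep was listed at 0 in every library, and 19 genes were tested. Limma's adjusted p was below 0.05 for 10 of them, of which Acacb, Acsl1, Fasn, Irs2 and Ppargc1a were higher and Bdnf, F2r, Fabp4, Igf1 and Scd1 lower in 3D. Adjusted over the list alone, 11 genes passed, with Pde3b as the added gene. With the mouse as a block, 0 genes passed and 8 had an unadjusted p below 0.05. With only mice 4 and 5, 5 genes passed, and with each library left out in turn, between 8 and 10 passed.

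Bdnf fell from 24.1 ± 9.04 normalized FPKM (SD, n = 4) in 2D to 0.524 ± 0.365 (SD, n = 4) in 3D, a log2 fold change of -4.00 (standard error 0.31, limma's adjusted p = 5.0e-05). F2r fell from 97.6 ± 28.7 to 8.82 ± 4.87 normalized FPKM (SD, n = 4), and Scd1 from 48.8 ± 3.06 to 15.2 ± 9.61. Fabp4 ranged from 4.16 to 81.1 normalized FPKM between the 2D libraries and from 0 to 0.104 between the 3D libraries. Igf1, between 0.975 and 19.3 normalized FPKM in 2D, was at or under 3 fragments in every 3D library, at least 254-fold lower, or 115-fold without the 2D library of mouse 3. Ppargc1a was between 0 and 0.128 normalized FPKM in 2D and at 1.61 ± 0.534 (SD, n = 4) in 3D, a log2 fold change of 1.29 (standard error 0.15, limma's adjusted p = 4.1e-04). The 4 other genes that were higher in 3D rose by less than 1 on the log2 scale.

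Acacb stood at 2.10 normalized FPKM in the 3D library of mouse 1 and between 0.706 and 0.776 in the other 3D libraries. Its log2 fold change of 0.59 (standard error 0.19, limma's adjusted p = 0.0439) became 0.37 without that library, and its adjusted p ranged from 0.00516 to 0.188 over the alternatives. Pde3b was at 8.23 ± 5.23 normalized FPKM (SD, n = 4) in 2D and 17.8 ± 6.44 in 3D (limma's adjusted p = 0.0569). Its adjusted p was 0.0112 without the 2D library of mouse 3 and ranged from 0.0112 to 0.234 over the alternatives. For Lipe, with a limma adjusted p of 0.186, it was 0.0301 without the 2D library of mouse 4 and ranged from 0.0301 to 0.573. Rapgef3, Socs3 and Stat3 had adjusted p-values of 0.396, 0.256 and 0.164 from limma, and their libraries overlapped between the culture types. Lepr, Pck1, Plin1 and Rac2 stayed at or below 0.147 normalized FPKM in every library. Of these, Lepr passed on the values as deposited, with a limma adjusted p of 0.0420 in a range of 0.0420 to 0.519 over the alternatives, and for Pck1, Plin1 and Rac2 a difference was not detectable at this depth.

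**Figure D2:**
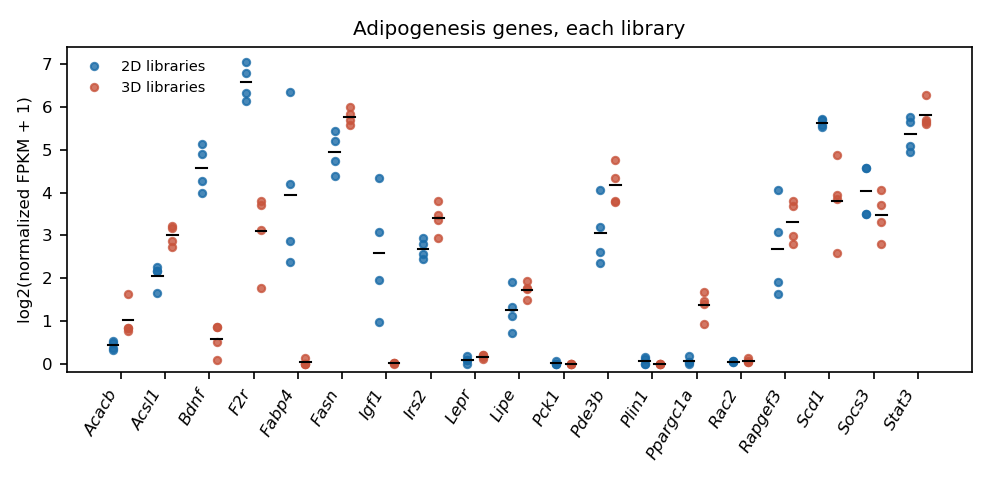
Log2(normalized FPKM + 1) of 19 adipogenesis genes in the 4 2D (blue) and 4 3D (red) libraries, with the mean of each group as a bar. Bdnf and F2r lie lower in all 4 3D libraries than in any 2D library, and Ppargc1a lies higher.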

Fourteen of the twenty genes were differentially regulated between the 2D and 3D samples (Figure 4B), demonstrating alterations in the adipogenic differentiation of 3D ADSCs. The expression of adipocyte marker genes was examined to investigate whether the 3D culture of ADSCs activates the adipogenesis pathway. Images of 2D MSCs differentiating into adipocytes (Figure 5A), 2D ADSCs (Figure 5B), and 3D ADSCs (Figure 5C) are shown. The mRNA expression levels of peroxisome proliferator-activated receptors (PPARs) (Figure 5D) and LPL (Figure 5E) were measured in 2D and 3D ADSCs, with 2D MSCs differentiating into adipocytes and serving as positive controls. Neither PPAR nor LPL mRNA expression was detected in 2D or 3D ADSCs. In contrast, the significant expression of these genes was observed in the differentiated adipocytes. These results indicate that the 3D culture of ADSCs may not be associated with changes in the expression of adipogenesis-related genes. These results suggest that the stem cell properties of ADSCs may change during 3D culture.

### 2.5. Induction of Mesenchymal–Epithelial Transition (MET) in 3D-Cultured ADSCs

We conducted a gene set enrichment analysis (GSEA) with total gene expression values. 

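The hallmark gene sets were not used here. In their place stood the cell cycle gene lists of the Seurat package, 43 genes of S phase and 52 tested genes of G2/M phase, which are not the sets of the study. The median log2 fold change of the S phase genes was -0.89, and 39 of the 43 were lower in 3D. That of the G2/M genes was -1.32, and 45 of the 52 were lower in 3D. Limma's camera test, with a preset correlation of 0.01 between genes, gave p = 1.2e-05 for the S phase list and p = 1.9e-06 for the G2/M list. By the fry test, limma's adjusted p over the 4 lists tested was 0.0325 for both cell cycle lists, so both calls held. They did not hold when camera estimated the correlation from the data, with p-values of 0.392 and 0.382. Among the 35 ways to split the 8 libraries into 4 and 4, 14 gave a camera p at least as small as the real split for the S phase list, and 14 did for the G2/M list.

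The median of the S phase genes per library was 3.43 ± 0.46 (SD, n = 4) in 2D and 2.69 ± 0.27 (SD, n = 4) in 3D on the log2(FPKM + 1) scale. For the G2/M genes it was 4.02 ± 0.50 and 2.45 ± 0.65 (SD, n = 4). By these medians, every 2D library lay above every 3D library for both lists (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). By the mean of the G2/M genes, the libraries of mouse 4 overlapped, at 3.46 in 2D and 3.48 in 3D. The mean of the S phase genes kept the culture types apart. However, the S phase genes at 5 FPKM or more numbered 23 in the 2D library of mouse 4 and 28 in its 3D library. Within 2D, mice 2 and 5 lay above mice 3 and 4 for both lists, so the 2D libraries of mice 3 and 4 came closest to the 3D libraries. The S phase median was 3.02 in the 2D library of mouse 4 and 2.98 in its 3D library, and for mouse 5 it was 3.86 and 2.67. The proliferation marker Mki67, which belongs to the G2/M list, was at 27.8 ± 15.5 normalized FPKM (SD, n = 4) in 2D and 11.9 ± 8.10 in 3D, with a log2 fold change of -1.28 (standard error 0.62, limma's adjusted p = 0.140).

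**Figure D3:**
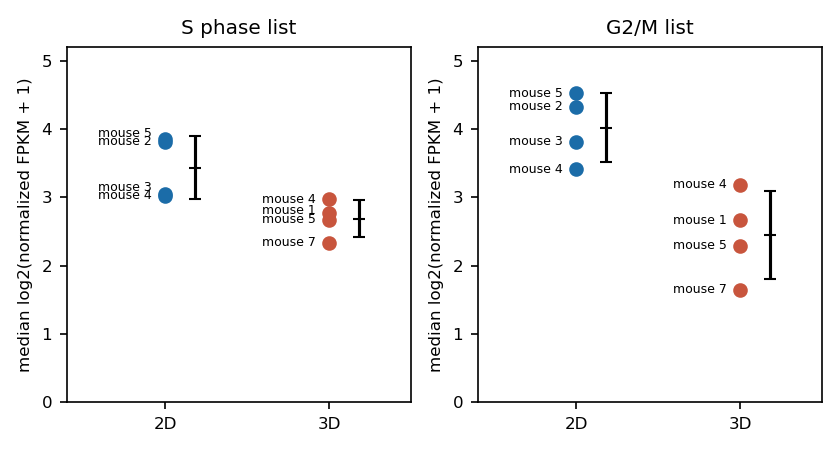
Median log2(normalized FPKM + 1) of the S phase and G2/M phase genes in each library, with the mean and SD of the 4 libraries of each culture type as bars beside the points. In both lists the 4 2D libraries lie above the 4 3D libraries, and the S phase medians of mouse 4 are 3.02 in 2D and 2.98 in 3D.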

Several terms related to the proliferation category in hallmark gene sets, including ‘E2F targets’, ‘G2M checkpoint’, ‘MYC targets’, and ‘mitotic spindle’, were significantly enriched in 2D MSCs (Figure 6A). Furthermore, the gene dataset of 2D MSCs exhibited a noticeable enrichment for ‘epithelial–mesenchymal transition (EMT)’, suggesting that 3D-cultured ADSCs might display diminished mesenchymal characteristics compared to their 2D-cultured counterparts (Figure 6B). 

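The genes shown in Figure 6B are Loxl2, Phldb1, Il6, Grem1, Snai1, Rian, Vasn, Ptk2, Acvr1 and Ldlrad4. They come from the paper's enrichment analysis of these same libraries, so their calls are not independent evidence. All 10 were lower in 3D with a limma adjusted p below 0.05, over all genes and adjusted over the list alone, and in each the 4 2D libraries lay above the 4 3D libraries. With the mouse as a block, 0 of the 10 passed the adjusted threshold and 10 had an unadjusted p below 0.05. Loxl2, on chromosome 14, fell from 337 ± 44.7 to 0.398 ± 0.0504 normalized FPKM (SD, n = 4), a log2 fold change of -7.91 (standard error 0.11, limma's adjusted p = 1.4e-08). Rian, a noncoding RNA gene on chromosome 12 whose span holds small RNA genes, was between 56.5 and 122 normalized FPKM in 2D and at or under 3 fragments in 3D, at least 4452-fold lower. Grem1, Snai1 and Il6 were also at or under 3 fragments in every 3D library, at least 763-fold, 40.5-fold and 43.6-fold lower. The fall was smaller for Acvr1, with a log2 fold change of -1.71 (standard error 0.15, limma's adjusted p = 1.0e-04).

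A list of 12 stromal genes written before the data were examined, none of which the study names, was also lower in 3D. It held Col1a1, Col1a2, Col3a1, Pdgfra, Pdgfrb, Dcn, Lum, Twist1, Prrx1, Zeb1, Zeb2 and Postn. Limma's adjusted p was below 0.05 for 11 of them, the exception being Lum, which was at most 0.988 normalized FPKM in any library. The median log2 fold change of the list was -4.65, or -7.01 with 5 genes that were at or under 3 fragments in 3D placed at their bounds. With the mouse as a block, 0 passed and 10 had an unadjusted p below 0.05. Camera gave p = 3.9e-10, fry p = 2.0e-08, and camera with an estimated correlation p = 0.00730. The expression of Twist1 fell least among the 11, from 24.9 ± 5.40 normalized FPKM (SD, n = 4) to between 4.59 and 7.99, and its adjusted p was 2.5e-04 from limma. Postn fell from 734 ± 450 normalized FPKM (SD, n = 4) to between 0.0194 and 0.585, and Zeb1 from 16.9 ± 5.18 (SD, n = 4) to between 0 and 0.0807.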

We also performed GSEA using Gene Ontology biological process (GO-BP) terms and found that 2D MSC transcriptomes were enriched in EMT. In contrast, 3D ADSCs showed a positive correlation with mesenchymal–epithelial transition (MET) (Figure 6C) and epithelial cell development (Figure 6D), indicating that our 3D culture method induced epithelial cell-like differentiation of MSCs. 

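Figure 6C shows 10 genes, among them Pax8, Gata3, Pax2 and Wnt4, and Figure 6D shows 10 others (Cldn3, Rab25, St14, Marveld2, Kdf1, Spint2, Grhl2, Pof1b, Dll1 and Stc1). Both lists come from the paper's enrichment analysis of these same libraries, so their calls are not independent evidence either. All 10 genes of Figure 6C had a higher mean in 3D. Limma's adjusted p was below 0.05 for 7 of them, and for 8 when adjusted over the list alone. With the mouse as a block, 0 passed and 7 had an unadjusted p below 0.05, and with only mice 4 and 5, 4 passed. Pax8, on chromosome 2, was at or under 3 fragments in every 2D library and at 36.5 ± 5.33 normalized FPKM (SD, n = 4) in 3D, at least 606-fold higher. Pax2 was at least 210-fold higher. Gata3 rose from 0.978 ± 0.340 to 28.4 ± 4.28 normalized FPKM (SD, n = 4), a log2 fold change of 3.90 (standard error 0.17, limma's adjusted p = 2.8e-06). Ctnnb1 rose from 173 ± 23.3 to 300.1 ± 34.8 normalized FPKM (SD, n = 4), a log2 fold change of 0.79 (standard error 0.13, limma's adjusted p = 0.00211). Without quantile normalization the change of Ctnnb1 was 0.25 and its adjusted p was 0.0567, in a range of 0.00149 to 0.223 over the alternatives. Sall1 and Wnt9b were listed at 0 in every 2D library and stayed at or below 0.519 and 0.118 normalized FPKM in 3D, at least 11.0-fold and 2.64-fold higher. The adjusted p of Sall1 was 0.0473 from limma and 0.0587 without quantile normalization, in a range of 0.00573 to 0.436.

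Of the genes that did not pass, Six2 and Lif depended on the 3D library of mouse 1. Six2 was at 38.3 normalized FPKM in that library and between 0 and 0.631 in the other 3D libraries, so its rise rested on that library. Its adjusted p was 0.330 from limma, in a range of 0.220 to 0.535 over the alternatives. Lif, with a limma adjusted p of 0.208, was at 17.1 normalized FPKM in that library and between 29.0 and 60.6 in the other 3D libraries. Its adjusted p was 0.0375 without the library, in a range of 0.0375 to 0.420 over the alternatives.

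All 10 genes of Figure 6D were higher in 3D with a limma adjusted p below 0.05, also adjusted over the list alone, and their libraries did not overlap between the culture types. Under the block, 0 of these passed and 10 had an unadjusted p below 0.05. Cldn3, on chromosome 5, was between 0 and 0.189 normalized FPKM in 2D and at 198 ± 26.6 (SD, n = 4) in 3D, a log2 fold change of 7.57 (standard error 0.12, limma's adjusted p = 2.4e-08). Spint2, on chromosome 7, rose from 1.34 ± 1.24 to 386 ± 37.6 normalized FPKM (SD, n = 4). Grhl2 and Pof1b were at or under 3 fragments in every 2D library, at least 732-fold and 127-fold higher in 3D.

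A list of 15 epithelial genes that the study does not name was written together with the stromal list. Cldn6 was listed at 0 in every library, and the other 14 genes, among them Krt7, Krt8, Cldn4, Cldn7, Esrp1, Ovol1, Elf3 and Crb3, were all higher in 3D with a limma adjusted p below 0.05. Their median log2 fold change was 5.21, or 6.37 with 6 genes that were at or under 3 fragments in 2D placed at their bounds. Under the block, 0 of the 14 passed and 12 had an unadjusted p below 0.05. Camera gave p = 3.4e-13, fry p = 1.3e-10, and camera with an estimated correlation p = 0.00194. Krt8 was at 26.8 and 261 normalized FPKM in the 2D libraries of mice 3 and 4 and at most 0.0603 in those of mice 2 and 5, against 576 ± 51.1 (SD, n = 4) in 3D. Krt7 was at 67.3 normalized FPKM in the 2D library of mouse 4 and at most 3.48 in the other 2D libraries. The libraries were made from whole cultures, so a value is an average over all cells of a culture. From the positive correlation of the 3D transcriptomes with MET and epithelial cell development, the paper concludes that its 3D culture method induced epithelial cell-like differentiation of the MSCs.

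**Figure D4:**
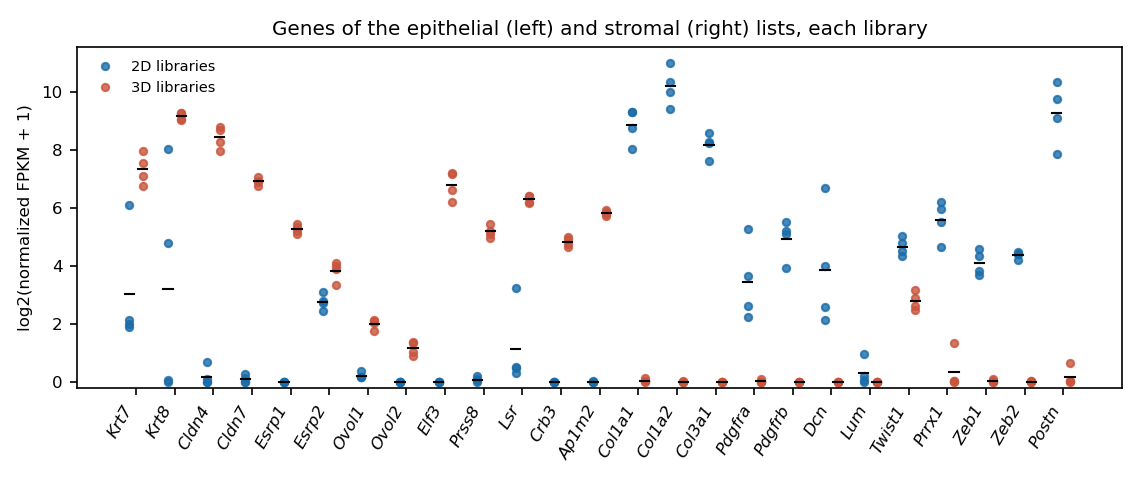
Log2(normalized FPKM + 1) of genes of the epithelial list (left) and of the 12 stromal genes (right) in the 4 2D (blue) and 4 3D (red) libraries, with the mean of each group as a bar. Every epithelial gene shown lies higher in all 4 3D libraries than in any 2D library, and each stromal gene except Lum lies lower.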

The expression of mesenchymal and epithelial markers was examined in 2D- and 3D-cultured ADSCs to confirm whether the 3D culture of ADSCs induces MET. The mRNA expression levels of epithelial markers E-cadherin, CK18, and EpCAM were examined to determine whether MET occurred in 3D-cultured ADSCs compared with 2D-cultured ADSCs. The results showed significantly higher E-cadherin and EpCAM mRNA expression in 3D ADSCs, while CK18 mRNA expression remained unchanged under both culture conditions (Figure 7A).

Furthermore, the expression of mesenchymal marker proteins, including α-SMA, fibronectin, vimentin, and N-cadherin, showed a significant decrease in 3D-cultured ADSCs. In particular, the expression of epithelial markers showed distinct patterns in 2D- and 3D-cultured ADSCs (Figure 7B). For example, the protein expression levels of ZO-1 and EpCAM decreased in 3D cultures, whereas that of E-cadherin increased. In contrast, there was no significant change in CK18 expression in neither 2D nor 3D ADSC cultures. Interestingly, the expression of loading control proteins beta-actin and vinculin differed between 2D- and 3D-cultured ADSCs. In 3D cultures, both proteins exhibited decreased expression in ADSCs. The expression of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was consistent in 2D- and 3D-cultured ADSCs, showing no significant difference in expression levels between the two culture conditions. All original blots were presented (Supplementary Figure S3). These findings suggested that 3D culture modulates protein expression and partially promotes MET expression in ADSCs.

## 3. Discussion

The regenerative potential of stem cells has triggered a revolution in modern medicine, offering unprecedented possibilities for tissue repair and disease treatment [21]. Among these, ADSCs have emerged as a versatile cell source because of their abundance in adipose tissue and ability to differentiate into various cell lineages [22]. Although traditional two-dimensional (2D) cell culture methods provide valuable insights, they often fail to capture the complex interactions and dynamic behavior of cells within their native microenvironments. Recognizing this limitation, researchers have turned their attention to three-dimensional (3D) organotypic cultures to bridge the gap between conventional cell cultures and in vivo conditions [23,24,25]

This study aimed to establish organotypic cultures of ADSCs by harnessing the synergistic effects of conditioned media (CM) augmented with Wnt3a and R-Spondin1 to facilitate organoid formation [13,16,17,18,19]. Through systematic manipulation of the ratios of these pivotal signaling factors, the primary objective of this study was to elucidate the impact of a 3D microenvironment on ADSC growth patterns and cellular organization. However, in our 3D culture experiments, ADSCs exhibited robust organotypic culture regardless of the presence of Wnt3a and R-Spondin. We, therefore, expected this to be related to the expression of the Lgr5 gene in 3D ADSCs, and indeed, when we checked the expression of the Lgr5 gene, we found that it was absent or significantly lower in 3D ADSCs, unlike in other tissues of the liver or pancreas.

Previous studies have developed 3D cultures of ADSCs and characterized the cells. Still, the difference from our study is that they either cultured scaffold-free spheroids or planted them on hydrogels but they did not grow in an organotypic manner. For example, ADSCs spheroids are formed using the hanging-drop technique, then transferred to agarose-coated cell culture dishes [26] or cultivated on ultra-low-attachment plates [27]. A scaffold-free 3D spheroid indicated the successful generation of physiologically relevant adipose organoids with a fraction of ADSCs. In contrast, hydrogels can be scaffolds that serve as supportive structures for cell growth and allow cells to adhere and proliferate in a 3D configuration [9]. However, previous studies have only implemented temporary 3D cultures, and long-term cultures, a hallmark of organoids, have not been attempted and are probably challenging.

Throughout in vitro expansion, ADSCs undergo progressive alterations characterized by the loss of their characteristic spindle shape, multilineage differentiation potential, and self-renewal capacity [28]. Ultimately, this leads to replicative senescence, posing a notable challenge for clinical applications requiring substantial cell quantities. Hence, this study explored the potential for multiple passages of the newly developed 3D ADSCs. In addition, the sustained expression of the cell proliferation marker Ki67 [29], even after multiple passages, signifies the stability and robustness of ADSCs under these novel conditions.

The striking disparities between these two culture environments underscore the intricate interplay between the cellular microenvironment and surface marker expression, revealing potential shifts in underlying MSC characteristics [30,31]. Using flow cytometry, we investigated CD34, Sca-1, CD44, CD90.2, and CD105 expression profiles in the 2D- and 3D-cultured ADSCs. The results showed that the expression of some surface proteins was significantly reduced in the 3D cultures. Other studies that excluded differences in culture systems and examined changes in the expression of surface markers between 2D and 3D ADSC cultures have shown results different from ours. For example, Hodge et al. reported that a 2D culture system had a significantly enhanced rate of loss of stem-like CD markers (CD73, CD90, and CD105) compared to a 3D system, indicating that the 3D culture system better preserved these markers [32]. In our case, we attributed this to the different culture systems rather than a decrease in the expression of these markers as the cells were passaged [33].

Recent insights suggest that 3D culture models mimic the properties of native tissues more closely [32,34]. This investigation explored the impact of ADSC-CM derived from 2D and 3D culture systems on wound-healing cells, specifically keratinocytes (KCs) and fibroblasts (FBs) [32]. ADSC-CM from the 3D system significantly increased the metabolic, proliferative, and migratory activities of KCs and FBs, suggesting an enhanced regenerative potential. In light of recent insights, while acknowledging the limitations of our study in not directly comparing the functional disparities between our organotypic 3D culture and conventional 3D spheroid culture, it becomes evident that significant benefits emerge from the comparison between 3D spheroid culture techniques and traditional 2D culturing. The genes related to stemness, aging, telomere length, and oxidative stress were compared in 3D and 2D cultures of ADSCs [34]. We also observed distinct gene expression patterns in 2D- and 3D-cultured ADSCs. Neither PPAR nor LPL mRNA expression was detected in 2D or 3D ADSCs, whereas significant expression of these genes was observed in differentiated adipocytes. While some adipogenesis-related genes showed differential regulation, the 3D culture did not appear to activate the adipogenesis pathway. 

Interestingly, our study revealed that 2D-cultured MSCs displayed mesenchymal characteristics, whereas 3D cultures induced a shift toward an epithelial-like state (MET) in ADSCs. This shift in cell phenotype was accompanied by significant changes in the expression of various markers associated with the mesenchymal and epithelial states, demonstrating the modulatory effect of the 3D culture on cell characteristics and suggesting its potential role in promoting MET in ADSCs. Past studies investigated the therapeutic potential of stem cell-based treatments in the context of corneal injuries in mouse models [35,36]. Those studies demonstrated that human ADSC-derived epithelial-like cells, through mesenchymal–epithelial transition (MET), successfully restored the corneal epithelium in cases of persistent epithelial defects (PEDs) associated with limbal stem cell deficiency (LSCD). This study suggests that ADSCs could serve as a viable source of adult stem cells for potential autologous cell-based therapies for treating corneal surface disorders.

The limitations of this study include the lack of experiments exploring different growth factors in 3D culture media. In future research, it will be essential to explore the functional implications of the observed MET induction and assess the potential therapeutic applications of 3D-cultured ADSCs in various contexts, such as regenerative medicine and tissue engineering. Additionally, investigating the molecular mechanisms underlying this phenotypic shift in ADSCs within 3D culture systems would provide valuable insights into optimizing and controlling their differentiation for specific applications.

## 4. Materials and Methods

### 4.1. Establishment of 3D Adipose Stem Cell Culture

Twelve-week-old male BALB/c mice were obtained from Central Laboratory Animals (Seoul, Republic of Korea). The mice were euthanized by CO_2_ inhalation, and the gonadal adipose tissue was carefully dissected and separated from the surrounding tissues. The collected gonadal adipose tissue was rinsed with Hanks’ balanced salt solution (Thermo Fisher Scientific, Waltham, MA, USA) to remove blood and debris. The adipose tissue was placed in a sterile container and minced into small fragments. An enzymatic digestion was performed using collagenase type I (Sigma–Aldrich, St. Louis, MO, USA), and the tissue fragments were incubated at 37 °C for 1 h with gentle agitation to facilitate cell dissociation. The dissociated cells were passed through a sterile mesh filter (40 μm-Corning, Corning, NY, USA) to remove any remaining tissue debris and obtain a single-cell suspension. The resulting cell suspension was centrifuged at 300× *g* for 5 min, and the cell pellet was resuspended in Matrigel (Corning). The resuspended cells were seeded onto 12-well plates and incubated in various media compositions: FBS 10%, Wnt3a CM 0% + RSPO1 CM 10%, 55% RSPO1 CM, Wnt3a CM 25% + RSPO1 CM, and Wnt3a CM 50% + RSPO1 CM 10%. For passaging, 3D ADSCs were harvested using a cold harvest solution (R&D systems, CAT # 3700-100-01) on ice for 30 min to remove Matrigel. The cells were then spun down at 1200 rpm for 5 min and the supernatant was removed. The pellet was resuspended in Matrigel and seeded into 12-well plates with culture media. Cell images were obtained at the respective time points and conditions using an OLYMPUS CKX41 (Olympus Corporation, Shinjuku, Tokyo, Japan) and EVOS XL (Thermo Fisher Scientific, MA, USA). 

### 4.2. RNA Extraction and Quantitative Polymerase Chain Reaction (qPCR)

RNA extraction was performed using TRIzol reagent (Invitrogen, Waltham, MA, USA), followed by quantification using a NanoDrop 2000 spectrophotometer (Thermo Scientific) and integrity assessment with FastGene FAS-DIGI PRO (NIPPON GENETICS EUROPE GmbH, Düren, Germany). Reverse transcription utilized the PrimeScriptTM RT Reagent Kit (Takara, Shiga, Japan) to generate cDNA. Quantitative PCR was conducted on the BIO-RAD CFX96 Real-Time PCR Detection System using TOPreal™ SYBR Green qPCR UDG PreMIX (Enzynomics, Munich, Germany) with cycling conditions of 95 °C for 5 min, followed by 40 cycles of 95 °C for 30 s, 55 °C for 30 s, and 72 °C for 30 s. Melt curve analysis was performed at 55 °C for 2 s. Data were analyzed using GraphPad Prism 9 software (La Jolla, CA, USA), presenting results as fold changes or relative expression levels compared to a reference or control group.

### 4.3. Flow Cytometry Analysis for Stem Cell Confirmation

Flow cytometry was conducted to confirm the presence of stem cells. Stem cells at passage 13–14 were labeled with fluorescently labeled antibodies against CD34, Sca-1, CD44, CD90.2, and CD105, diluted at a ratio of 1:50. All antibodies used were purchased from eBioscience™ (San Diego, CA, USA). These included CD34 Isotype: Rat IgG2a kappa Isotype Control (eBR2a), FITC; CD34 Monoclonal Antibody (RAM34), FITC; CD44, CD90.2 Isotype: Rat IgG2b kappa Isotype Control (eB149/10H5), PE; CD44 Monoclonal Antibody (IM7), PE; CD90.2 (Thy-1.2) Monoclonal Antibody (30-H12), PE; CD105 Isotype: Rat IgG2a kappa Isotype Control (eBR2a), PE; CD105 (Endoglin) Monoclonal Antibody (MJ7/18), PE; Sca-1: Ly-6A/E (Sca-1) Monoclonal Antibody (D7), Alexa Fluor^®^ 488. Following incubation in the dark for 30 min at room temperature, cells were washed with PBS to remove excess antibodies. Subsequently, stained cells were resuspended in PBS for flow cytometry analysis. Analysis was performed using a Navios flow cytometer (Beckman Coulter, Brea, CA, USA) and data analyzed with Navios System Software v1.2 (Beckman Coulter). Stem cells were identified based on positive expression of specific markers.

### 4.4. Western Blot Analysis

Protein samples were extracted from cells or tissues using RIPA buffer (Thermo Fisher Scientific) supplemented with protease and phosphatase inhibitors. The protein concentration was determined using a Bradford assay kit (Bio-Rad, Hercules, CA, USA). Samples were denatured with β-mercaptoethanol (Sigma-Aldrich) and heating, then separated on 10% SDS-PAGE gels (Bio-Rad) with Dual Color Standards (Bio-Rad) for size estimation. Proteins were transferred onto nitrocellulose or PVDF membranes (Thermo Fisher Scientific) using Tris-glycine buffer with methanol (Bio-Rad). The membranes were blocked with 5% nonfat milk or BSA (BD DIFCO or Bovogen Biologicals, Keilor East, VIC, Australia) and incubated overnight with primary antibodies (1:1000 dilution). Antibodies used were α-SMA (Abcam, Cambridge, UK), fibronectin (Abcam), N-cadherin (Cell Signaling, Danvers, MA, USA), vimentin (Abcam), ZO-1 (Abcam), CK18 (Invitrogen), EpCAM (Santa Cruz Biotechnology, Dallas, TX, USA), E-cadherin (Cell Signaling), vinculin (Santa Cruz Biotechnology), β-actin (Santa Cruz Biotechnology), and GAPDH (Cell Signaling). After washing, membranes were incubated with HRP-conjugated secondary antibodies (Santa Cruz Biotechnology) for protein visualization with ECL™ Select Western Blotting (Sigma-Aldrich). Image analysis with ImageJ (NIH) quantified band intensity, and protein expression levels were determined relative to loading controls (vinculin, β-actin, or GAPDH, Santa Cruz Biotechnology).

### 4.5. Adipocyte Differentiation Assay

ADSCs were seeded at 1 × 10^4^ cells per well in 12-well plates and allowed to adhere overnight. Adipogenic induction media (STEMCELL Technologies, Vancouver, Canada) were then added and replaced every 3 days. After 14 days, cells were fixed and stained with Oil Red O (Abcam, Cambridge, UK). 

### 4.6. Library Preparation and Sequencing

Libraries were prepared from the total RNA using the NEBNext Ultra II Directional RNA-Seq Kit (NEW ENGLAND BioLabs, Inc., Hitchin, UK). The rRNA was removed using a RIBO COP rRNA depletion kit (LEXOGEN Inc., Vienna, Austria). The rRNA-depleted RNAs were used for cDNA synthesis and shearing following the manufacturer’s instructions. Indexing was performed using Illumina indexes 1–12, and the enrichment step was performed using PCR. Subsequently, the libraries were checked using an Agilent 2100 Bioanalyzer (DNA High Sensitivity Kit) to evaluate the mean fragment size. The quantification was performed using a library quantification kit and the StepOne Real-Time PCR System (Life Technologies, Inc., Carlsbad, CA, USA). High-throughput sequencing was performed by 100% paired-end sequencing using a NovaSeq 6000 (Illumina, Inc., San Diego, CA, USA).

### 4.7. Data Analysis and Gene Set Enrichment Analysis (GSEA)

The quality control of the raw sequencing data was assessed using FastQC software (ver 1.0.0); the adapter and low-quality reads (<Q20) were removed using FASTX_Trimmer (ver 0.0.13) and BBMap [37]. The trimmed reads were then mapped to the reference genome using TopHat software [38]. The gene expression levels of genes, isoforms, and lncRNAs were estimated using fragments per kilobase per million reads (FPKM) values by Cufflinks. The FPKM values were normalized based on the quantile normalization method using EdgeR in R software (ver 3.18). Data mining and graphic visualization were performed using ExDEGA (ver 2.5.0; Ebiogen Inc., Seoul, Republic of Korea). The GSEA was performed using ‘hallmark gene sets’ with ‘EMT’, ‘MET’, and ‘epithelial cell differentiation’ categories from the GO-BP gene sets, all extracted from the Molecular Signatures Database gene sets. The normalized enrichment score (NES), nominal *p*-value, and false discovery rate (FDR) q-value were used to assess the significance of enrichment.

### 4.8. Statistical and Reproducibility Analysis

Statistical analyses were conducted using GraphPad Prism 9 software. The comparisons between the two groups were performed using one-way ANOVA with Tukey’s comparison test. All error bars represent the means ± standard deviation (SD). A *p* value < 0.05 was considered a significant difference.

## 5. Conclusions

This study highlights the capacity of 3D culture environments to elicit phenotypic transformations in ADSCs, specifically driving them toward an epithelial-like state. This transition is accompanied by significant alterations in the expression profiles of surface markers and has implications for enhancing regenerative responses in cells involved in wound-healing processes. The findings of this study open avenues for investigating the clinical relevance of 3D-cultured ADSCs and delving into the molecular mechanisms underlying these changes. This offers a promising trajectory for advancing regenerative medicine and tissue engineering. 

## Figures and Tables

**Figure 1:**
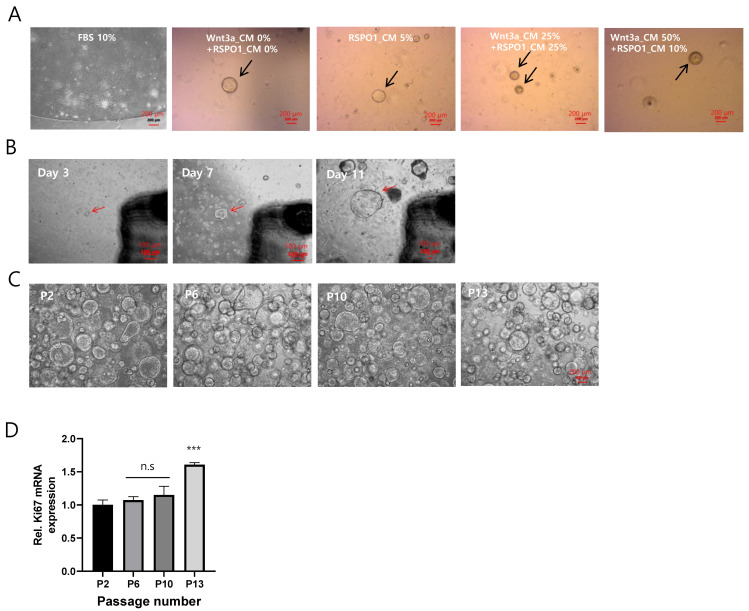
Development of three-dimensional organotypic models of adipose-derived stem cells (ADSCs). (**A**) ADSCs isolated from mouse adipose tissue were cultured in Matrigel with different combinations of Wnt3a- and R-Spondin1-conditioned media (CM): Wnt3a_CM 0% + RSPO1_CM 0%, RSPO1_CM 5%, Wnt3a_CM 25% + RSPO1_CM 25%, and Wnt3a_CM 50% + RSPO1_CM 10% and fetal bovine serum (FBS) 10% as a control. Scale bar size is 200 μm. (**B**) ADSCs exhibited organotypic growth and increased organoid size from days 3 to 11. Scale bar size is 100 μm. (**C**) Passaging of 3D organotypic cultures of ADSCs was achieved multiple times. Scale bar size is 200 μm. (**D**) The mRNA expression of Ki67, a marker for cell proliferation, was well preserved and even increased at passage 13. The values are the means ± standard deviations (*n* = 4). *** *p* < 0.001 compared with P2. Rel, relative; n.s., insignificant. The black and red arrow indicated the growth of cells in organotypic formation.

**Figure 2:**
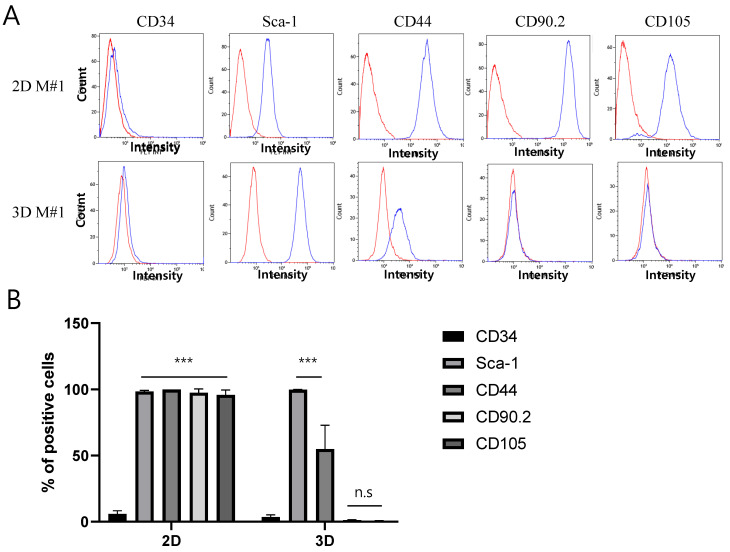
Evaluation of the mesenchymal stem cell (MSC) phenotype in 2D- and 3D-cultured ADSCs. (**A**) Representative flow cytometry analysis (FACS) mouse #1 ADSC results. The top panel represents the results of ADSCs in the 2D culture condition, while the bottom panel displays the results of ADSCs in the 3D culture condition. The isotype is represented by the red line, while the target protein is depicted by the blue line. (**B**) Quantifying the percentage of positive cells for each antibody from the FACS results. The values are the means ± standard deviations (*n* = 4). *** *p* < 0.001 compared with either 2D or 3D CD34. Rel, relative; n.s., insignificant. M#1 refers to analyzed mouse #1.

**Figure 3:**
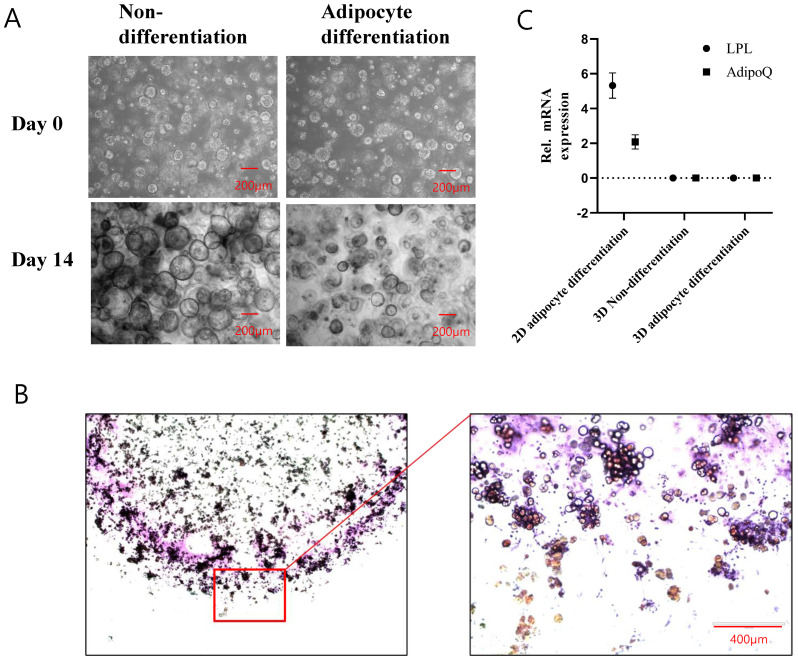
Assessment of 3D organotypic ADSC differentiation potential. (**A**) Representative images of 3D organotypic ADSCs during adipogenic differentiation on the 14th day. The decrease in organoid size relative to the nondifferentiation control group is apparent. Scale bar size is 200 μm. (**B**) Oil Red O staining performed on the 14th day of adipogenic differentiation. Positive staining for Oil Red O is observed only in peripheral cells of the matrix. Scale bar size is 400 μm. (**C**) Relative mRNA expression levels of adipocyte markers LPL and adipoQ in 3D ADSCs compared to 2D ADSCs as a positive control. The expression of LPL and adipoQ mRNA in 3D ADSCs was not detected, in contrast to their expression in 2D ADSCs. The values are the means ± standard deviations (*n* = 4).

**Figure 4:**
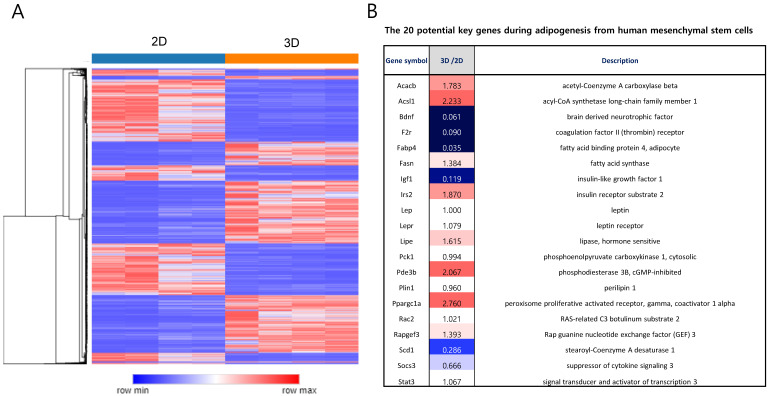
Comparative analysis of molecular signatures in 2D- and 3D-cultured ADSCs. (**A**) Hierarchical clustering analysis depicting distinctive gene expression patterns between 2D- and 3D-cultured ADSCs. (**B**) The list and relative mRNA expression levels of adipogenesis-associated key genes in 2D- and 3D-cultured ADSCs.

**Figure 5:**
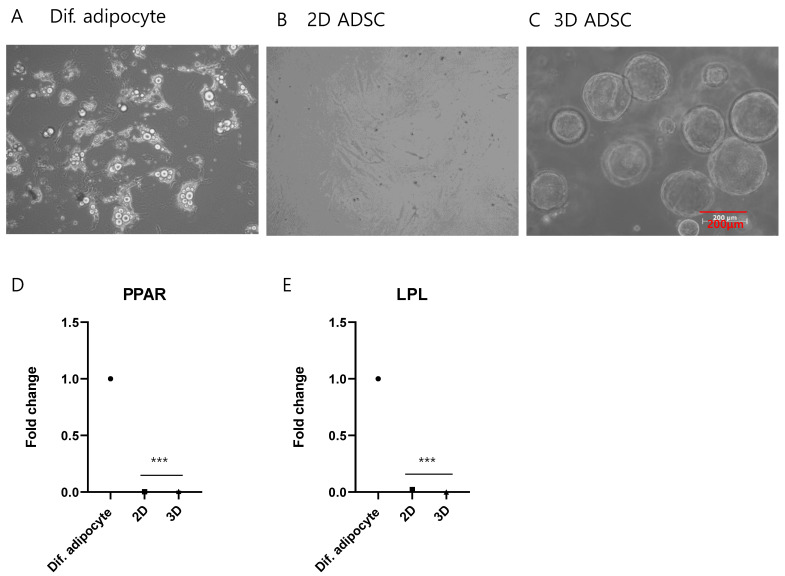
Assessment of adipogenesis pathway activation in 3D-cultured ADSCs. (**A**) Representative images illustrating the differentiation of 2D ADSCs into adipocytes. Scale bar size is 200 μm. (**B**) 2D ADSCs and (**C**) 3D ADSCs. (**D**) Analysis of mRNA expression levels of peroxisome proliferator-activated receptor (PPAR) and (**E**) lipoprotein lipase (LPL) in both 2D and 3D ADSCs, with 2D ADSCs differentiated into adipocytes serving as the positive control. The values are the means ± standard deviations (*n* = 4). *** *p* < 0.001 compared with Dif. adipocyte.

**Figure 6:**
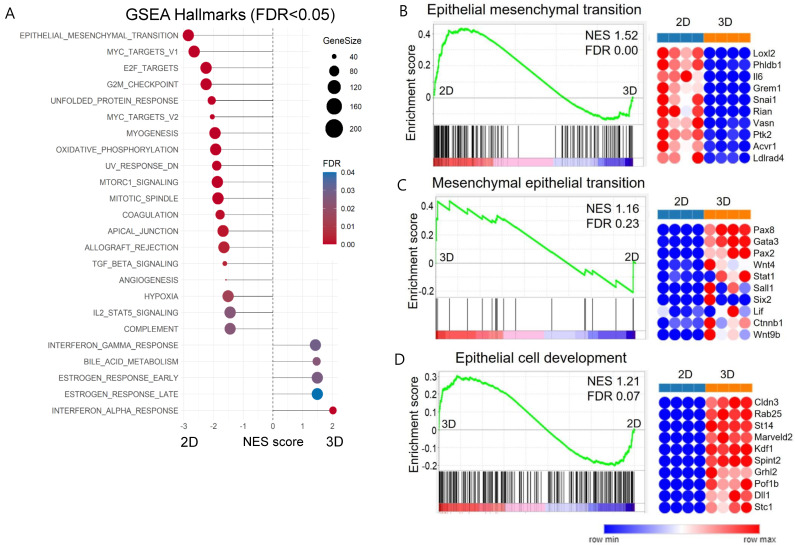
Total RNA sequencing-based functional enrichment analysis of ADSCs. (**A**) Gene set enrichment analysis (GSEA) for the hallmark gene sets using the entire gene between 2D- and 3D-cultured ADSCs. (**B**) Notable enrichment of ‘epithelial–mesenchymal transition (EMT)’ in the gene dataset of 2D ADSCs. (**C**) A positive correlation of 3D ADSCs with ‘mesenchymal–epithelial transition (MET)’. (**D**) A positive correlation of 3D ADSCs with epithelial cell development. NES, normalized enrichment score; FDR, false discovery rate.

**Figure 7:**
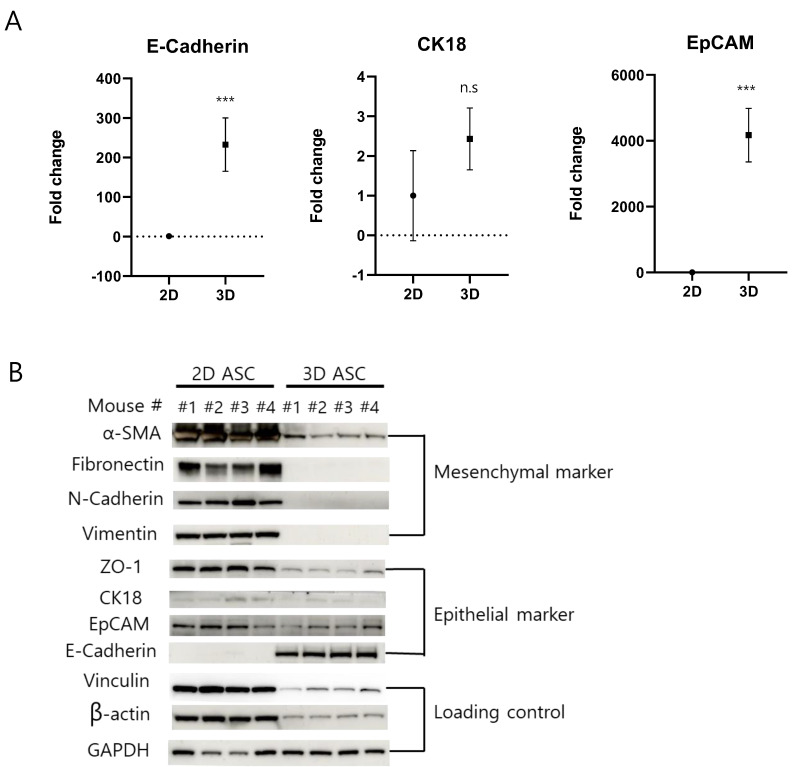
Evaluation of the expression levels of mesenchymal and epithelial markers in 2D- and 3D-cultured ADSCs. (**A**) Analysis of mRNA expression levels of epithelial markers (E-cadherin, CK18, and EpCAM) using reverse transcription polymerase chain reaction. (**B**) Assessment of the protein expression levels of mesenchymal markers (α-SMA, fibronectin, vimentin, and N-cadherin) and epithelial markers (ZO-1 and EpCAM) in 2D- and 3D-cultured ADSCs. Notably, beta-actin and vinculin showed decreased expression in 3D culture, while GAPDH remained consistent. The values are the mean ± standard deviations (*n* = 4). *** *p* < 0.001 compared with 2D; n.s., insignificant.

## Data Availability

The datasets generated for this study can be found in the repository of the GEO database (series number: GSE248060).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25073931/s1.

# Supplementary material for: Characterization of 3D Organotypic Culture of Mouse Adipose-Derived Stem Cells
**Source:** Int J Mol Sci. 2024 Apr 1;25(7):3931. doi: 10.3390/ijms25073931
**Supplement:** Supplementary file 1

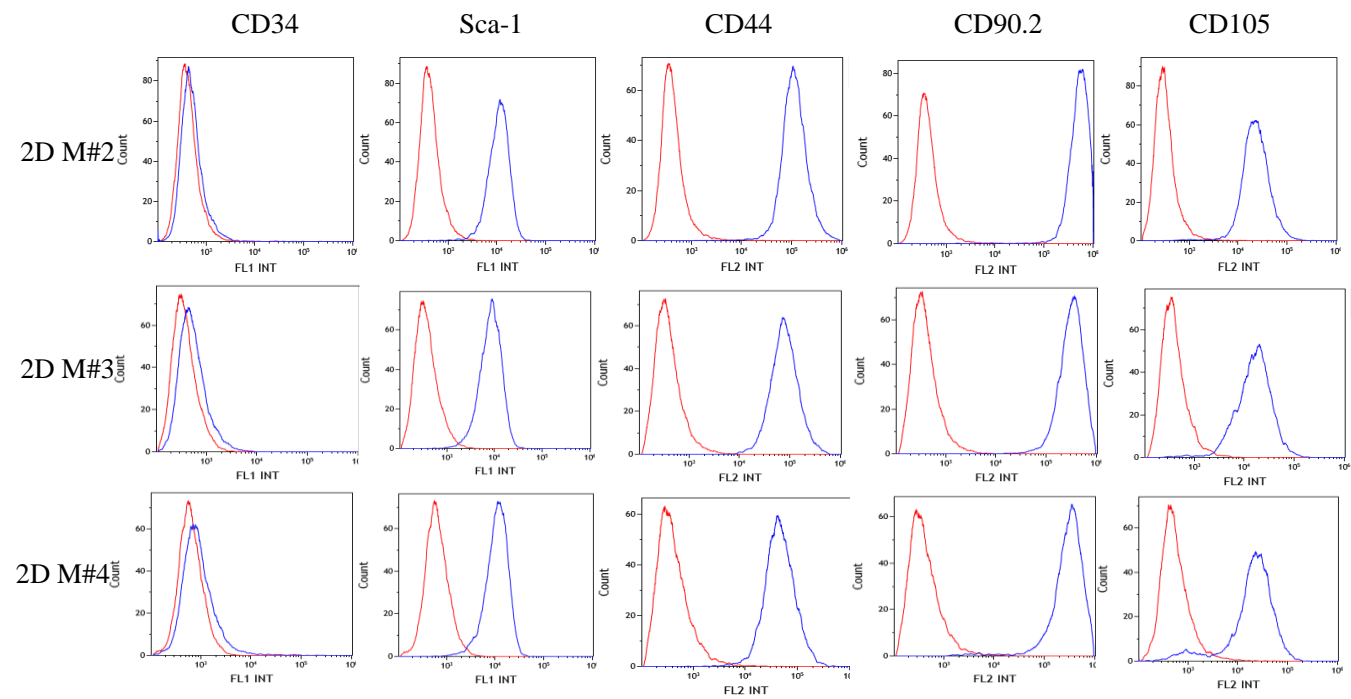

Supplementary Figure S1A

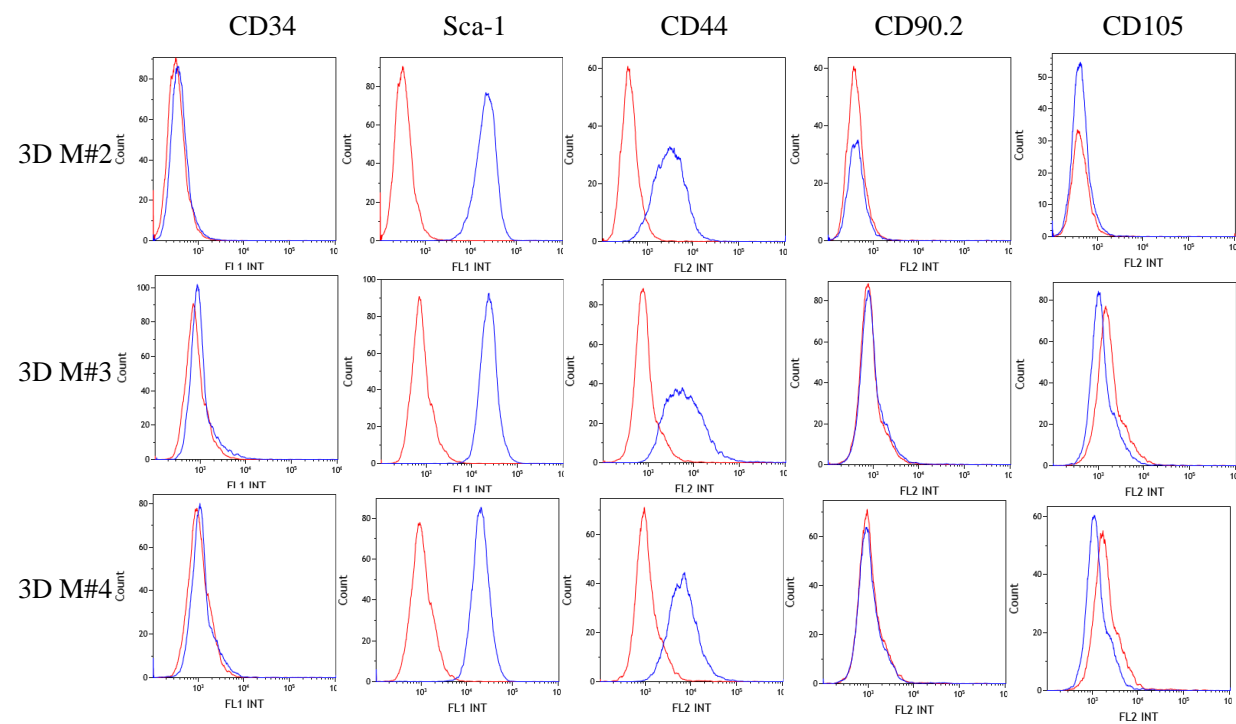

Supplementary Figure S1B

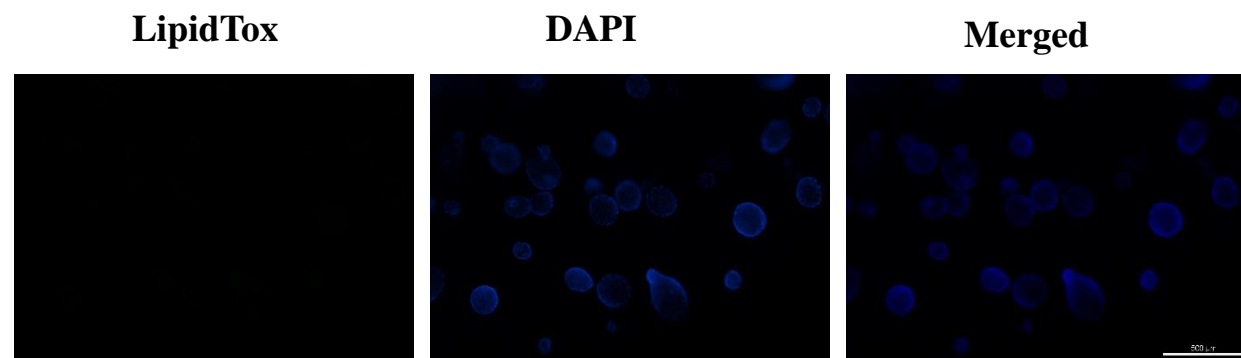

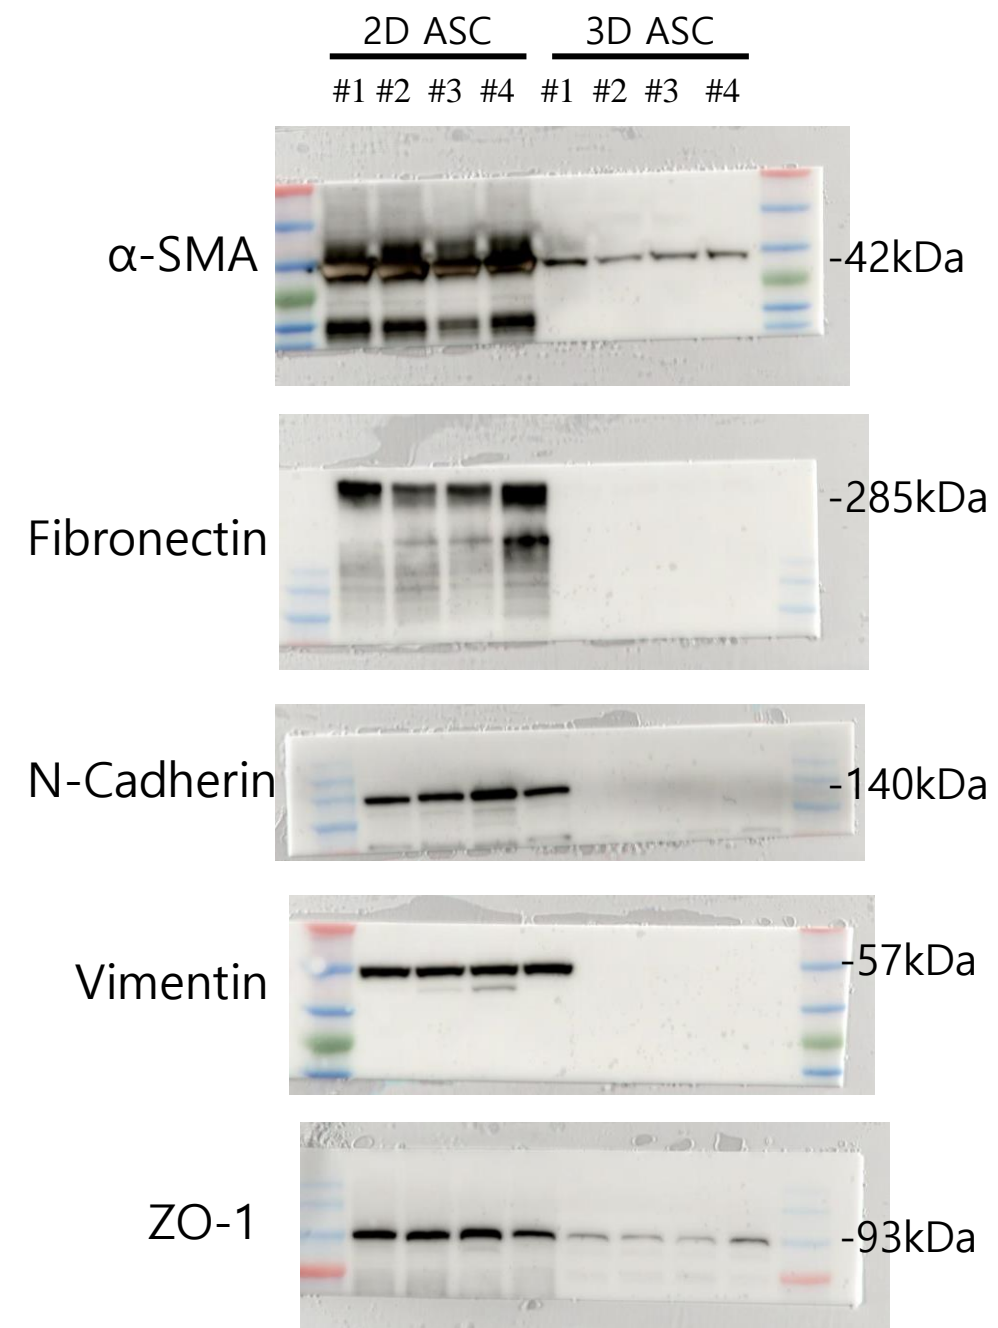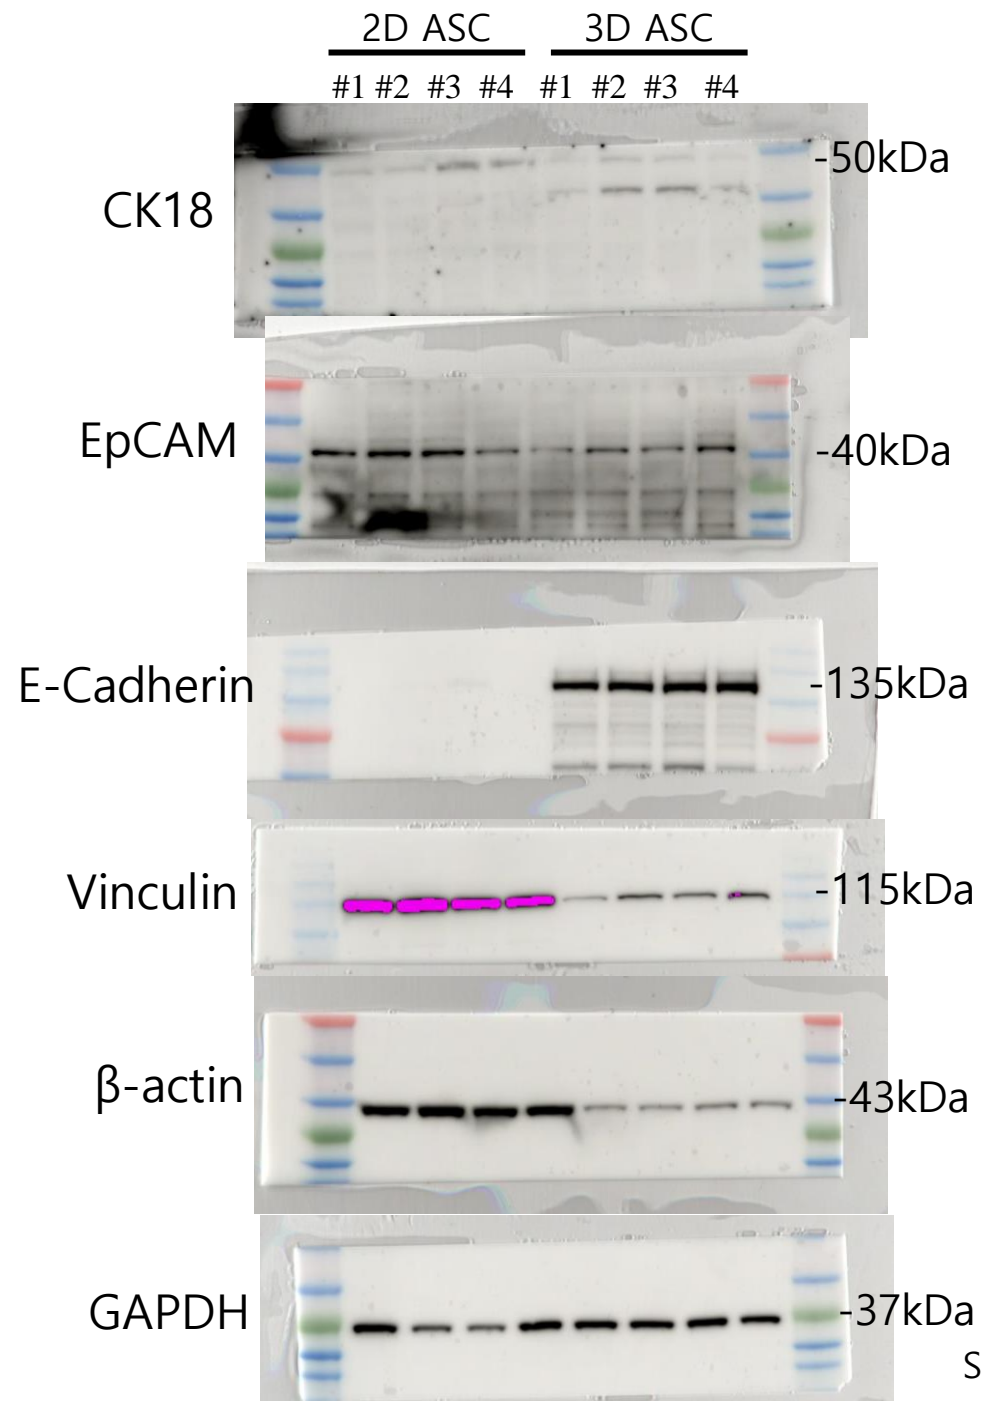

Supplementary Figure S3

## Supplementary legends

Figure S1. Additional flow cytometry analysis results for ADSCs from mice #2, #3, and #4.

(A) Histograms for 2D-cultured ADSCs.

(B) Histograms for 3D-cultured ADSCs.

Figure S2. Analysis of adipogenic differentiation using staining methods.

The 3D-cultured ADSCs were stained with LipidTox, a fluorescent stain for fat, and DAPI was used for nuclear staining.

Figure S3. Original blots/gels are presented

How the deposited data were processed for this re-analysis (not part of the article)

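Total RNA from 8 cultures of ADSCs of BALB/c mice was sequenced, 1 library per mouse and culture, with 4 libraries of 2D cultures (mice 2, 3, 4 and 5) and 4 of 3D cultures (mice 1, 4, 5 and 7). The authors made directional libraries after depletion of ribosomal RNA, assessed the paired-end reads with FastQC, trimmed them with FASTX_Trimmer and BBMap, mapped them with TopHat and computed FPKM values per gene with Cufflinks. The deposited FPKM values of each library are these Cufflinks values, without read counts. The methods of the study name a quantile normalization with EdgeR as the next step, and the deposited values were checked for it. The libraries differ in their upper quartiles and maxima, so the deposited values do not include that step. The text of the paper names neither the genome build nor the annotation. Other columns or pooled libraries were not present.

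The files list 24346 genes by symbol. Genes at 0 in every library, 5484 in number, were left out, and 18862 were tested. The values were quantile normalized over these genes with limma and converted to log2(FPKM + 1). Linear models were fitted per gene with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and an intensity trend, for the difference between 3D and 2D cultures and without covariates. Genes were counted at a fold above 2 or under 0.5 with an unadjusted p below 0.05, which is the criterion of the study, and with an adjusted p below 0.05 (Benjamini-Hochberg, over the genes tested) in its place. For gene lists, genes with an adjusted p below 0.05 were counted without a limit on the fold. Gene sets were tested with limma's camera (correlation 0.01 between genes), with fry and with camera on an estimated correlation. Hierarchical clustering used 1 minus Pearson's correlation and average linkage.

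The gene lists were the 20 adipogenesis genes of Figure 4B, the 10 genes each of Figures 6B, 6C and 6D, the genes that the paper studied by other assays, the S phase (43 genes) and G2/M phase (54 genes) lists of Seurat 5.3.0, and hand-written lists for epithelial cells (15 genes), stromal cells (12), mesothelium (10), epididymis (14), endothelial cells (5), macrophages (5), the Y chromosome (4) and Xist. Genes named in the text are those the paper names in its text, in these panels or in another assay, and the 5 genes with the largest rise and the 5 with the largest fall in fitted log2 fold change among genes with an adjusted p below 0.05 whose libraries did not overlap between the cultures. Other genes, such as 7 further mesothelial genes, are named only where stated, and the values of some genes that this rule covers are not reported here. The lists, this rule, the tests and the alternatives were set before the data were examined, except where a test or an alternative is said to have been chosen later.

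The mouse numbers pair mice 4 and 5 across the cultures. Over 12583 genes with a mean of at least 1 FPKM, the deviations of a mouse's 2D and 3D libraries from their culture means correlated at -0.05 for mouse 4 and -0.11 for mouse 5, and the differences between these mice in 2D and in 3D correlated at -0.12. The correlation estimated for the mouse as a random effect was -0.04. A fit with the mouse as a block leaves 1 residual degree of freedom.

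The depth is not given and was estimated from the steps between low FPKM values of 875 genes with a single transcript of at least 3000 nt in GENCODE M21, to which 23310 (95.7%) of the listed genes were matched by symbol. It came to between 14.4 M and 17.3 M fragments per library, with a largest over smallest depth of 1.20. The floor of a gene is the FPKM that 3 fragments give at its length. Genes above 0 numbered between 15378 and 16134 per library.

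The alternatives were the values as deposited, no intensity trend, genes with a mean of at least 1 FPKM, a pseudocount of 0.1, the mouse as a block or as a random effect, only mice 4 and 5, and each library left out in turn. The ranges given for single genes do not cover the mouse as a random effect or only mice 4 and 5. Spearman's correlation, complete linkage and the 2000 most variable genes were the alternatives for the clustering. A block with mice 4 and 5 exchanged in the 3D group, a correction for GC content and length on genes with a mean of at least 1 FPKM, and genes under 300 nt left out before normalization were chosen after seeing the data. So were the Reactome sets, of which 648 with between 15 and 500 genes were tested. The model was tested on simulated data of the same layout with 200 changed among 18856 genes. It called 173 of these (86.5%) and 6 unchanged genes, and the block called 0 of the 200. The hallmark and Gene Ontology sets of the study were not used here. Its qPCR, flow cytometry, Western blot and imaging data were not analysed here.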

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

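All tests of explanations in this part were chosen only after the results were seen. In the 110 combinations of a named gene and a culture type with a value of at least 1 FPKM, the gap of the highest or lowest library to its nearest neighbor was compared with the range of the 4 libraries on the log2 scale. In 11 of them the ratio was above Dixon's 95% critical value, where chance gives about 5.5. Of the 11, 6 concerned the 3D library of mouse 1, 2 the 2D library of mouse 2, and 1 each the 2D library of mouse 4 and the 3D libraries of mice 5 and 7.

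In the 3D library of mouse 1 the ratio was 0.933 for Acacb (2.10 normalized FPKM against 0.706 to 0.776 in the other 3D libraries), 0.840 for Stat3 (76.4 against 47.5 to 51.3), 0.867 for Six2 (38.3 against 0 to 0.631), 0.877 for Grhl2 (40.1 against 25.3 to 26.8), 0.833 for Sparc (1.13 against 0 to 0.135) and 0.99 for Serpinh1 (1.19 against 0.0270 to 0.0351). This library was the highest in each case. Its correlation was between 0.932 and 0.936 with the other 3D libraries and between 0.758 and 0.793 with the 2D libraries, which argues against exchanged culture types, and its share of FPKM on genes under 300 nt, 63.2%, was the highest of the 8 libraries. The library's short label has another form than the other labels, while its title names mouse 1 and 3D culture. No biological explanation was tested, since the design gives no condition that sets mouse 1 apart.

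The other 5 ratios were 0.841 for Acsl1 in the 2D library of mouse 2 (2.15 normalized FPKM against 3.47 to 3.78), 0.907 for Gata3 in the same library (1.49 against 0.785 to 0.841), 0.830 for Lcn2 in the 3D library of mouse 5 (8252 against 4492 to 4980), 0.893 for Cxcl5 in the 2D library of mouse 4 (1.15 against 0 to 0.0850) and 0.855 for Tagln in the 3D library of mouse 7 (1.13 against 0.427 to 0.512). They do not outnumber what chance gives. As deposited, Lcn2 was at 5440 FPKM in the 3D library of mouse 5 and between 4552 and 6736 in the other 3D libraries. The flag of Lcn2 therefore arose with the quantile normalization. No explanation was tested for the rest.

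A further pattern concerns interferon genes in the 3D library of mouse 1. The median of 90 genes of Reactome's interferon signaling set, on the log2(FPKM + 1) scale, was 4.01 in that library, between 4.71 and 5.10 in the other 3D libraries and between 3.32 and 4.07 in 2D. Fragments taken up by short RNA genes in this library are argued against, because they would lower all its other genes alike. On the values as deposited, the median difference from the mean of the other 3D libraries was -0.22 for the 90 genes and 0.0021 for the 12583 genes with a mean of at least 1 FPKM. Of the 90 genes, 51 were lowest in mouse 1 among the 3D libraries, where chance gives 22.5, and 7, 7 and 25 were lowest in mice 4, 5 and 7. A lower interferon response of this culture as a whole is a candidate explanation. Its cause stays open. Camera's adjusted p of the whole set of 126 genes, over the 648 Reactome sets, was 0.136 with all libraries and 0.00400 without the 3D library of mouse 1, so that 1 library decides this call.

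Genes of the mesothelium list, which the paper does not discuss, were found in 2D libraries. Of 9 tested genes, 8 were at 5 FPKM or more in the 2D library of mouse 3 and 9 in that of mouse 4, against 1 each in those of mice 2 and 5, which was Krt19 (at 25.5 normalized FPKM or more in every library), and between 1 and 2 in the 3D libraries. The abundant genes Msln and Upk1b stood at 728 and 643 normalized FPKM in the 2D library of mouse 4 and at 253 and 305 in that of mouse 3. RNA carried over from the library of mouse 4 into that of mouse 3 would leave all genes at about the same share, but the share ran from 2.97% for Cldn15 to 112% for Bnc1, a ratio of 37.7. Mesothelial cells in the cultures of mice 3 and 4 are a candidate explanation that stays open. Of 7 further mesothelial genes, chosen after this pattern but before their own values were seen, 4 (Nkain4, Ildr2, Pkhd1l1 and C3) were at 5 FPKM or more in both libraries and at least 4-fold above those of mice 2 and 5, the smallest number set to count for it, while Aldh1a2, Rspo1 and Slpi were not. Of all 9745 genes at 5 FPKM or more in a 2D library, 1.58% were. The number set beforehand was thus met. Of the 4, C3 is not specific here, since it was between 280 and 466 normalized FPKM in 3D against 33.9 and 18.9 in the 2D libraries of mice 3 and 4. Leaving C3 out was decided after the values were seen. The 3 others, at most 0.0282 in 3D, are fewer than the number set. Aldh1a2 was as high in mice 2 and 5. Rspo1 and Slpi missed only the limit of 5 FPKM. Rspo1 was at 3.10 and 8.58 normalized FPKM in the 2D libraries of mice 3 and 4 and at most 0.339 in those of mice 2 and 5. Slpi was at 4.01 and 3.54 against 0, but also between 3.71 and 20.9 in 3D. The mesothelium also expresses keratins of the epithelial list, and Krt7 and Krt8 were high in the 2D library of mouse 4. Whether stromal cells of these cultures expressed such genes was not tested.

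In the 3D cultures, genes of the epididymis list were high. Wfdc2 was listed at 0 in every 2D library and had a mean of 417 normalized FPKM in 3D, at least 1519-fold higher. Of the 14 genes of the list, 11 were tested and 3 had a limma adjusted p below 0.05, and 3 genes were at 5 FPKM or more in every 3D library. Emx2, which is among the latter, was at 11.9 or more in every 2D library too. Differentiated cells of the epididymal duct cannot be judged from 7 genes of that state, since these 7 were chosen from the list after the values were seen. The highest of them in any 3D library was Crisp1 at 3.59 FPKM, and 2 of the 7 were at 0 in every library. Aqp9, another gene of the list, goes the other way, at 1.55, 6.93, 21.0 and 14.6 normalized FPKM in the 3D libraries of mice 1, 4, 5 and 7, at least 165-fold higher (limma's adjusted p = 0.00462). Epithelial cells added to cultures that kept most of their stromal cells are argued against. The stromal genes of at least 5 FPKM in 2D stood in 3D at a median of 0.0227% of their 2D level, with Twist1 at 24.3% as the exception. An outgrowth of epithelial cells carried along with the gonadal fat cannot be told apart from a conversion of stromal cells to an epithelial state, since 3 genes of the duct lineage at 5 FPKM or more in every 3D library would be found under both, and bulk libraries do not follow single cells. The paper's own reading, differentiation of the cultured cells, is among these open explanations.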

How the results depend on the processing

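All counts of splits in this part were chosen only after the results were seen. Among the 35 splits of the 8 libraries into 4 and 4, only the real split, 1 of 35, gave as many genes higher or lower in 3D by the study's criterion or with adjusted p-values, as many changed adipogenesis genes, as many lower EMT genes, higher MET genes or higher epithelial cell development genes, or as small a camera p for the epithelial and stromal lists. It was also the only 1 of the 12 splits that part both mice 4 and 5. For the EMT, MET and epithelial cell development genes this is no independent support. The paper shows these genes for the real split of these libraries. The real split had 4059 genes past the study's criterion and the next largest 557. With adjusted p-values the numbers were 3880 and 2. For the S phase and the G2/M lists, 14 of 35 splits gave a camera p at least as small as the real split, and among the 12 splits that part both mice, 6 and 5 did.

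Under the study's criterion, the counts of genes kept within 1.5 times of 1990 higher and 2069 lower under every alternative tried. On the values as deposited they were 2188 and 2096, and with a pseudocount of 0.1, which moved them most, 2917 and 2894. With each library left out in turn they ran from 1885 to 2045 higher and from 1978 to 2153 lower. The adjusted counts then ran from 1751 to 1951 and from 1814 to 2028. On the values as deposited, 1870 of the higher and 1827 of the lower genes were called in the same direction.

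With the mouse as a block, the adjusted counts were 0 higher and 0 lower, with 5216 genes at an unadjusted p below 0.05. The counts were 0 for the adipogenesis genes and for the EMT, MET and epithelial cell development genes too, with 8, 10, 7 and 10 genes at an unadjusted p below 0.05. By the study's criterion the block had 1688 higher and 1515 lower genes, of which 1512 and 1392 were shared. The block leaves 1 residual degree of freedom, so that a count of 0 decides nothing about stability. On simulated data it called 0 of 200 changed genes. Only 200 of 18856 genes were changed there, while 7823 had a limma adjusted p below 0.05 in the fit without the block. The simulation therefore cannot tell how many genes the block could call in these data. A block with mice 4 and 5 exchanged in the 3D group, chosen after seeing the data because their differences correlated at -0.12, also gave 0 in each of these counts, with 5306 genes at an unadjusted p below 0.05. With only mice 4 and 5, there were 1183 lower genes by adjusted p, 5 changed adipogenesis genes and 4 higher MET genes, and 1388 genes were higher. This alternative holds 4 libraries in place of 8.

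The camera call of the S phase list, median log2 fold change -0.89, and that of the G2/M list, median -1.32, did not hold with an estimated correlation (p = 0.392 and 0.382). The cause was not tested. Under the other alternatives tried, both stayed past the threshold, and the medians ran from -1.12 to -0.69 and from -1.63 to -1.11 with each library left out. Both the epithelial and the stromal list passed under every alternative tried, with camera p-values from 1.9e-14 to 0.00194 and from 7.3e-11 to 0.00730. The final merge of the clustering was 0.242 with complete linkage and 1.07 with the 2000 most variable genes, against 0.206. The first changed the linkage and the second the set of genes. The culture types formed the 2 branches under all of these and with Spearman's correlation.

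With each library left out, between 8 and 10 adipogenesis genes and between 6 and 8 MET genes passed, and all 10 genes of Figure 6B and of Figure 6D. On the values as deposited 5 MET genes passed. A change of direction was found for Cd34, which fell by 0.23 on the log2 scale and had changes of 0.014 on the values as deposited, 0.18 with the block, 0.25 without the 2D library of mouse 4 and 0.06 without the 3D library of mouse 7, in a range of -0.61 to 0.25 with each library left out. Rac2, at 0.017, had -0.011 with the block and -0.0040 without the 3D library of mouse 7, in a range of -0.0040 to 0.026. Neither gene passed the threshold under any alternative that its range covers, and the cause was not tested. Of 80 named genes, 73 kept their direction and side of the threshold on the values as deposited, while 4 became weaker, 2 stronger and 1 reversed. Without the trend, 2 became weaker. With a pseudocount of 0.1, 1 became stronger, and with a mean of at least 1 FPKM, 3 of 70 did. With the block, 63 became weaker, 2 reversed and 15 were the same. With each library left out, between 73 and 78 were the same.

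The depth limits genes at or under 3 fragments in all libraries of a culture type. Their change is a lower bound, which is not safe for the short gene Mir3472. For genes at or under 3 fragments in both types, such as Pck1, no change is given.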

Differences from the paper's values

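All choices named in this part were set before the data were examined, unless stated otherwise. The paper's numbers of upregulated and downregulated genes are 1797 and 1748, and 1990 and 2069 were found here, within 1.5 times. Closest to both came the fit of only mice 4 and 5, with 1918 and 1751 genes. The mouse as a block had 1688 and 1515, genes with a mean of at least 1 FPKM had 1911 and 1975, and the correction for GC content and length, chosen after seeing the values, had 1802 and 1908. The paper's 14 differentially regulated adipogenesis genes stand against 10 with an adjusted p below 0.05, or 11 adjusted over the list alone. With an unadjusted p below 0.05, 11 passed, and 7 of these met the study's criterion with its limit on the fold.

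In Fig. 4B the paper marks Lipe, Pde3b, Rapgef3 and Socs3 among the differentially regulated genes, and none of these had an adjusted p below 0.05 here (0.186, 0.0569, 0.396 and 0.256). Pde3b passed with a mean of at least 1 FPKM (0.0375), with a pseudocount of 0.1 (0.0468), without the 2D library of mouse 3 (0.0112), with the correction for GC content and length (0.0461) and adjusted over the list alone, and its adjusted p ranged from 0.0112 to 0.234. By the study's criterion Pde3b was called, with an unadjusted p of 0.0243. Lipe passed without the 2D library of mouse 4 (0.0301), in a range of 0.0301 to 0.573. Rapgef3 (0.0806 to 0.922) met the study's criterion only without the 2D library of mouse 4, with an unadjusted p of 0.0366. Socs3 (0.147 to 0.489 over the alternatives set before the data were examined) was called by none of the settings tried. The ratios of Fig. 4B, read by eye, lie closest to those of the arithmetic means of the deposited values plus 1, with a mean gap of 0.0224 on the log2 scale over 20 genes, against 0.118 for quantile normalized values. This scale was chosen after seeing the values. On it, 14 of the 20 genes, among them Lipe, Pde3b, Rapgef3 and Socs3, had a ratio of at least 1.3 or at most its inverse, without a test, and the other 6 lay between 0.959 and 1.08. This limit was chosen after seeing the values too. After quantile normalization 14 genes also passed it, with Stat3 in place of Rapgef3. The paper does not state its criterion. The ratio of Fasn is about 1.4 in Fig. 4B, read by eye, and was 1.36 on that scale and 1.73 after quantile normalization.

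In Fig. 6C the paper shows Six2 and Lif on the side of the 3D samples, and they had a higher mean in 3D here, but adjusted p-values of 0.330 and 0.208. Lif passed without the 3D library of mouse 1 (0.0375), in a range of 0.0375 to 0.420, and met the study's criterion with the block and with only mice 4 and 5 (unadjusted p of 0.0185 and 0.0148). Six2 passed under no alternative, with a range of 0.220 to 0.535.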

Other observations

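All tests of explanations in this part were chosen only after the results were seen. Technical explanations of the 4059 genes past the study's criterion were tested as whole causes. On the values as deposited, 3697 of them were called in the same direction, which argues against a cause in the normalization. Fragments taken up by short RNA genes would move all other genes of a library alike. Of the genes called on the values as deposited, 51.1% were higher in 3D, so the calls went both ways. The share of these genes in the FPKM total does not measure their share of fragments. After a correction for GC content and gene length, 3618 of the 3722 genes that this fit held were. The lower depth of the 3D libraries would lose genes in 3D, and is argued against as the whole cause by the 2188 genes called higher in 3D on the values as deposited. The culture condition stays open as the biological explanation.

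The microRNA gene Mir3472 lies within Rtl4. Reads of Rtl4 do not account for its values, since Rtl4, listed under an older symbol, was at 0 in every library. Its short length leaves its FPKM uncertain.

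Several genes that the paper studied by other assays were measured in these libraries. Those assays were not analysed here. Cdh1 rose by 8.06 on the log2 scale (limma's adjusted p = 2.1e-07), Epcam was at least 3155-fold higher and Tjp1 rose by 0.83 (0.00513). Krt18 was at 2.89, 114, 256 and 0 normalized FPKM in the 2D libraries of mice 2, 3, 4 and 5 and between 403 and 635 in 3D, with a limma adjusted p of 0.0519 in a range of 0.0162 to 0.371. Of the mesenchymal genes, Fn1, Vim and Cdh2 had log2 fold changes of -7.55, -9.08 and -6.30. The genes of loading controls were lower in 3D too, with log2 fold changes of -3.38 for Actb, -1.88 for Vcl and -0.59 for Gapdh (limma's adjusted p = 0.0280), or -1.01 for Gapdh on the values as deposited. Of the surface marker genes, Thy1 was at least 1674-fold lower, and Eng fell by 3.75 on the log2 scale (limma's adjusted p = 0.00719). Cd44 had a log2 fold change of -0.29 (0.362) and Cd34 of -0.23 (0.767), and on the values as deposited Cd44 had -0.84 (0.0314, in a range of 0.0314 to 0.926). Ly6a rose by 3.86 on the log2 scale (limma's adjusted p = 0.0432). It was at 58.6 normalized FPKM in the 3D library of mouse 1 and between 1430 and 3117 in the other 3D libraries, and without that library the change was 5.14 and the adjusted p 9.3e-04, in a range of 9.3e-04 to 0.156.

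Lpl was between 6.62 and 39.2 normalized FPKM in 2D and at most 0.0995 in 3D (limma's adjusted p = 8.6e-04). Pparg fell from 6.50 ± 1.92 to 0.253 ± 0.226 normalized FPKM (SD, n = 4; limma's adjusted p = 1.0e-04). Ppard had a log2 fold change of -0.53 and Ppara of 0.39, with adjusted p-values of 0.00844 and 0.00779, and Ppara stayed at or below 0.624 normalized FPKM in every library. Lgr5 was at most 0.259 normalized FPKM in any library (limma's adjusted p = 0.558).

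The Y-linked gene Ddx3y was between 7.88 and 37.8 normalized FPKM in the 8 libraries and Xist at most 0.0327, as in male cells. Of the 4 Y-linked genes, Eif2s3y, Kdm5d and Uty had a limma adjusted p below 0.05, and all 3 were higher in 3D. Of the 5 endothelial genes, 0 had an adjusted p below 0.05 and 2 an unadjusted p below 0.05. Of the 5 macrophage genes, 1 did, Cd68 (log2 fold change 2.19, limma's adjusted p = 0.0133), and of the 9 tested mesothelium genes 1 did, Krt19 (1.82, 0.0190).

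The following genes were chosen after their values were seen. Foxj1, a gene of ciliated cells, was between 107 and 353 normalized FPKM in 3D and at most 0.264 in 2D. The basal cell genes Krt5, Krt14 and Trp63 were at 326, 64.6 and 131 normalized FPKM in the 3D library of mouse 1, and at most 0.435, 3.80 and 7.01 in the other 3D libraries. Among interferon genes, Irf7 was at 10.2 in that library and between 238 and 413 in the other 3D libraries, Isg15 at 3.84 against 211 to 501, Ifit3 at 0.544 against 61.3 to 299, H2-K1 at 47.6 against 1005 to 1266 and B2m at 190 against 1040 to 1668. No explanation was tested for Foxj1 or the basal cell genes.

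Of the 648 Reactome sets, chosen after seeing the data, camera's adjusted p was below 0.05 for 9 with higher and 102 with lower genes in 3D, and 109 of these passed with fry too. Among them, collagen biosynthesis and modifying enzymes (55 genes) had a median log2 fold change of -1.46 (adjusted p = 5.0e-07), extracellular matrix organization (226 genes) of -0.41 (4.0e-06) and mitotic prometaphase (94 genes) of -0.82 (1.7e-05). Intraflagellar transport (40 genes, 33 of them higher) had a median of 0.96 (adjusted p = 2.0e-04).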
